# *Nod2* protects mice from inflammation and obesity-dependent liver cancer

**DOI:** 10.1038/s41598-020-77463-7

**Published:** 2020-11-25

**Authors:** Serdar A. Gurses, Sunil Banskar, Cody Stewart, Bill Trimoski, Roman Dziarski, Dipika Gupta

**Keywords:** Cancer models, Tumour immunology

## Abstract

Nod2 is a pattern recognition receptor that modulates host innate immune responses and protects from inflammation, steatosis, and obesity. Obesity and inflammation are risk factors for hepatocellular carcinoma, however, the role of Nod2 in obesity-dependent hepatic tumorigenesis is not known. Here we tested the hypothesis that *Nod2* protects from high fat diet (HFD)-dependent hepatic cancer. We used an obesity-dependent hepatic tumor model. WT and *Nod2*^−/−^ mice were treated with the carcinogen dimethylbenz[a]anthracene (DMBA) and maintained on HFD. *Nod2*^−/−^ mice treated with DMBA and maintained on HFD gain significantly more weight and develop more liver tumors than similarly treated WT mice. Livers of *Nod2*^−/−^ tumorigenic mice had increased expression of genes involved in cell proliferation, immune responses, and cholesterol biosynthesis, increased infiltration of neutrophils, inflammatory monocytes, and T cells, and increased activation of STAT3 and ERK during the later stages of tumorigenesis. Bioinformatic analyses of genes with differential expression predicted an increase in cancer, immune, and cholesterol biosynthesis pathways. In summary, we have identified a novel role for *Nod2* and demonstrate that *Nod2* protects from HFD-dependent liver malignancy and this protection is accompanied by decreased cell proliferation, inflammation, steroid biosynthesis, neutrophils and macrophages infiltration, and STAT3 and MAPK signaling in the liver.

## Introduction

Liver cancer is the fifth most frequent malignancy and one of the leading causes of cancer-related deaths worldwide. There are approximately 700,000 deaths worldwide each year, and the 5-year survival rate in patients with liver cancer is a dismaying 18%^1–3^. Obesity is a significant risk factor for liver cancer, and the rising epidemic in obesity parallels increasing incidence in hepatic malignancy^1,2^. The development of liver cancer in obese individuals is accompanied by chronic inflammation, which implicates a role for the immune system in hepatic tumorigenesis in these individuals^4–6^. However, specific host immune factors and molecular mechanisms that contribute to the development of liver cancer remain poorly understood^5–7^.

The Nod-like receptors (NLRs) are intracellular innate immunity proteins. Nod2, one of the members of the NLR family, is a sensor for bacterial peptidoglycan fragments and has a critical role in innate immune responses to bacteria^8–10^. Activation of Nod2 by peptidoglycan results in the activation of NF-κB and MAP kinase-signaling cascades and production of inflammatory molecules and anti-microbial peptides^8–12^. In addition to bacterial peptidoglycan, there is increasing evidence that Nod2 is likely activated by other ligands, including cellular ligands released during stress^13–16^. In vivo, *Nod2* has a critical role in maintaining intestinal homeostasis and is a major susceptibility gene for inflammatory bowel disease^17,18^. Inflammation is a risk factor for some cancers, and polymorphisms in *Nod2* are associated with increased risk for colorectal cancer^19–21^ and may be associated with increased risk for lymphoma, gastric, breast, ovarian, lung, and laryngeal cancers^21^. In experimental models, *Nod2* deficiency was shown to promote the development of colitis and colorectal cancer^22,23^. *Nod2*-dependent protection from colorectal cancer was dependent on the inhibition of TLR-mediated activation of NF-κB and MAPK signaling^23^. Recently, *Nod2* was shown to protect from the development of hepatocellular carcinoma (HCC) using N-nitrosodiethylamine (DEN)/carbon tetrachloride (CCl_4_) and xenograft tumor animal models^24^. In vitro, molecular changes associated with HCC were dependent on the *Nod2*-dependent activation of adenosine 5′-monophosphate activated protein kinase (AMPK) and increased apoptosis^24^. Dysregulation of *Nod2* is also linked to metabolic and endoplasmic reticulum stress^13–15,25^. However, the functional role of *Nod2* in these different pathologies remains poorly understood.

We previously demonstrated that *Nod2* protects from the development of diet-dependent obesity^15^. *Nod2*^−/−^ mice on high fat diet (HFD) become obese, develop steatosis, and exhibit increased expression of genes for a large number of inflammatory molecules, compared with wild-type (WT) mice on HFD^15^. We also demonstrated that the *Nod2*^−/−^ HFD microbiome contributes to the development of obesity and steatosis in these mice^15^. However, the role of *Nod2* in the development of diet-dependent hepatic malignancy is unknown. In the current study, we tested the hypothesis that increased obesity in the absence of *Nod2* would result in increased tumorigenesis. We used the dimethylbenz[a]anthracene (DMBA)-HFD mouse model, which is an established system for the development of obesity-dependent liver tumors^26^. We show that *Nod2* inhibits hepatic tumorigenesis and that the development of liver tumors in *Nod2*^−/−^ mice is dependent on HFD and involves increased expression of genes involved in cell proliferation, immune responses, and cholesterol biosynthesis. We further demonstrate that the development of liver tumors in *Nod2*^−/−^ mice is associated with increased infiltration of neutrophils, inflammatory monocytes, and T cells in the liver, and with increased activation of STAT3 and ERK signaling molecules.

## Results

### *Nod2* protects from obesity-dependent liver cancer

To test our hypothesis that development of diet-dependent obesity in *Nod2*^−/−^ mice increases sensitivity to liver cancer, we treated WT and *Nod2*^−/−^ 4–5 day old pups one-time with the carcinogen dimethylbenz[a]anthracene (DMBA) and 3 days later placed their nursing mothers on HFD. The DMBA-treated mice were continued on HFD after they were weaned and until the end of the experiment. This is an established method for the development of obesity-induced liver cancer in mice^26^. DMBA causes an oncogenic Ras mutation affecting a pathway that is frequently activated in human cancers, but by itself is not sufficient to cause liver cancer in this mouse model^26^. Control WT and *Nod2*^−/−^ mice were not treated with DMBA, but were started and maintained on HFD similar to the DMBA + HFD group or were treated with DMBA and maintained on chow.

We observed a dramatic increase in weight gain by male *Nod2*^−/−^ mice compared with male WT mice in both HFD and HFD + DMBA groups (Fig. 1A). For both *Nod2*^−/−^ groups there were significant differences in weight starting from week 7 and *Nod2*^−/−^ HFD mice continued to gain weight up to 31 weeks (last time point). However, the *Nod2*^−/−^ HFD + DMBA mice started losing weight after 23 weeks, and at 27 and 31 weeks there was a significant difference between *Nod2*^−/−^ HFD and *Nod2*^−/−^ HFD + DMBA mice. The loss in weight in *Nod2*^−/−^ HFD + DMBA mice at these later time points is likely due to the development of tumors in these mice, which is described below. At 31 weeks, 94% of male *Nod2*^−/−^ HFD + DMBA mice had liver tumors, whereas only 36% of male WT HFD + DMBA mice developed liver tumors (Fig. 1B). WT HFD and *Nod2*^−/−^ HFD male mice did not develop any tumors (Fig. 1B). The majority of tumors in WT HFD + DMBA mice were small (low volume, 0.2 to 4 mm^3^) and only one mouse had a large tumor (high volume, 50 to 600 mm^3^). In contrast, *Nod2*^−/−^ HFD + DMBA mice had significantly higher numbers of both low and high-volume tumors compared with WT mice (Fig. 1C,D,E). A large tumor mass with small undifferentiated cells in *Nod2*^−/−^ HFD + DMBA liver is shown in Fig. 1F.

**Figure 1:**
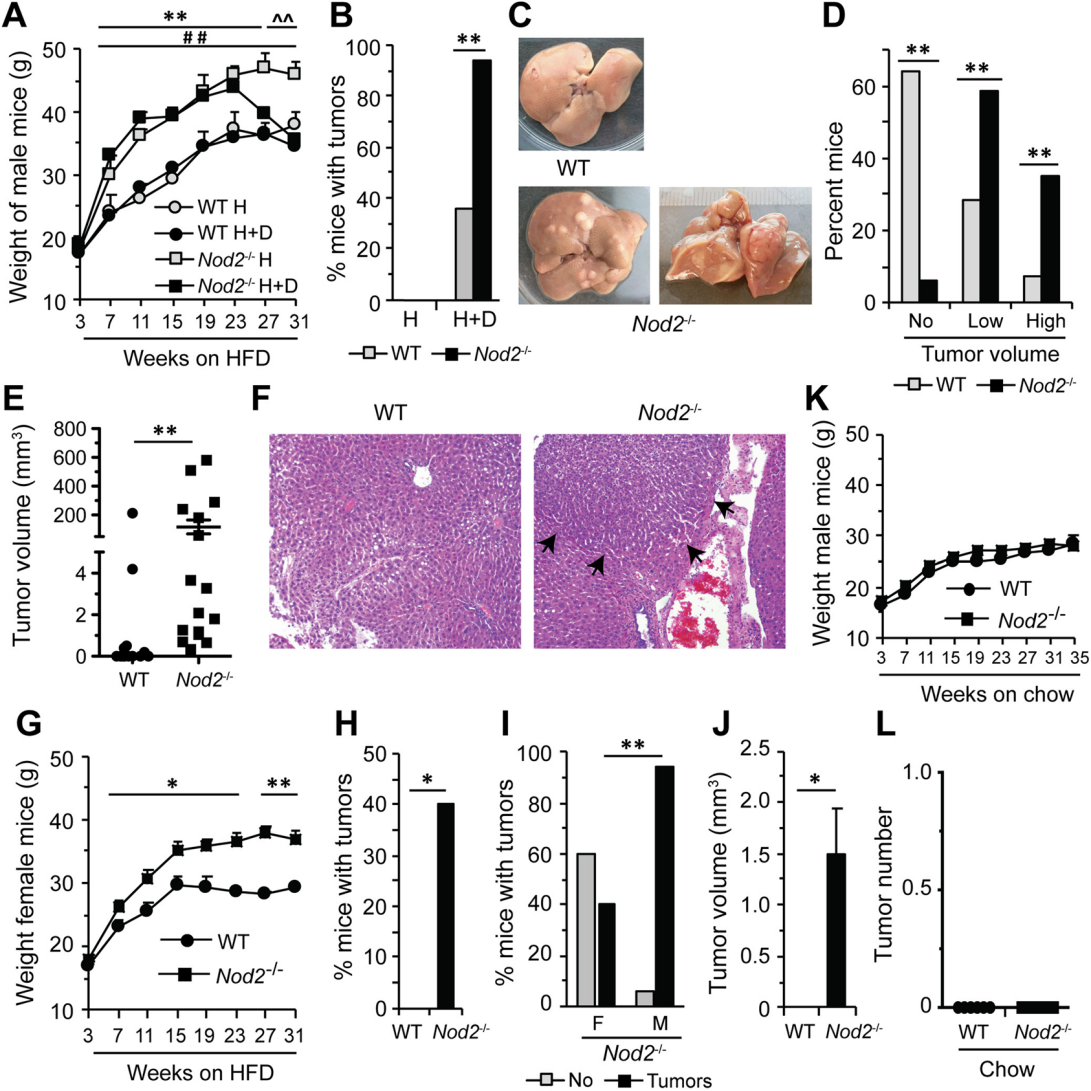
*Nod2*^−/−^ DMBA + HFD mice become obese and develop liver tumors. WT and *Nod2*^−/−^ 4–5 day old pups were treated with a single dose of DMBA, maintained on (**A**–**J**) HFD (H + D), or (**K**, **L**) chow, or (**A**, **B**) not treated with DMBA and maintained on HFD (H) for the length of the experiment. All mice were monitored for weight gain starting at the time of weaning and weighed every other week for the length of the experiment and were monitored for the development of liver tumors after 31 weeks. (**A**–**F**) Male mice, (**A**) mean body weight ± SEM, (**B**) percent mice with tumors, WT H *N* = 0 out of 6, *Nod2*^−/−^ H *N* = 0 out of 6, WT H + D *N* = 5 out of 14 and *Nod2*^−/−^ H + D *N* = 16 out of 17, (**C**) representative images of liver showing tumors, (**D**) percent mice with no tumors or small or large tumors, (**E**) tumor volume in individual mice, and (**F**) representative hematoxylin and eosin stained liver sections; arrows indicate the boundary of the tumor mass. (**G**, **H**, **J**) Female mice, (**G**) mean body weight of ± SEM. (**H**) percent mice with tumors, WT *N* = 0 out of 10 and *Nod2*^−/−^ *N* = 4 out of 10, (**I**) percent mice with tumors comparing male (M) and female (F) *Nod2*^−/−^ mice, and (**J**) mean tumor volume ± SEM. (**K**) mean body weight ± SEM and (**L**) number of tumors in WT and *Nod2*^−/−^ male mice on chow. *N* = 6–15 mice/group. Significance of difference (**A**, **E**, **G**, **J**, **K**, **L**) by *t-test* and (**B**, **D**, **H**, **I**) by Chi square. *Nod2*^−/−^ H + D *versus* WT H + D, *P ≤ 0.05, **P ≤ 0.01, *Nod2*^−/−^ H *versus* WT H, ^##^*P* ≤ 0.01, and *Nod2*^−/−^ H + D *versus Nod2*^−/−^ H, ^^^^*P* ≤ 0.01.

Female *Nod2*^−/−^ mice treated with DMBA and maintained on HFD gained significantly more HFD-dependent weight compared with similarly treated female WT mice (Fig. 1G). This increased weight gain in *Nod2*^−/−^ mice is similar to our previous results with mice maintained on HFD but not treated with DMBA^15^. WT female mice did not develop any liver tumors whereas 40% of *Nod2*^−/−^ female mice developed liver tumors (Fig. 1H), which was significantly higher than WT female mice (Fig. 1H), but lower than male *Nod2*^−/−^ mice (Fig. 1I). The tumors in female mice were mostly small (low volume, 0.2 to 4 mm^3^, Fig. 1J). WT and *Nod2*^−/−^ mice treated with DMBA and maintained on chow gained similar weight (Fig. 1K) and developed no tumors (Fig. 1L). We had previously shown that female WT and *Nod2*^−/−^ mice maintained on HFD but not treated with DMBA do not develop tumors^15^.

Thus, our data indicate that *Nod2* plays a protective role in the development of diet-dependent hepatic malignancy. Male mice are more susceptible than female mice, however, both *Nod2*^−/−^ male and female mice are more susceptible than WT male and female mice, respectively. We further show that the development of hepatic tumors in *Nod2*^−/−^ mice is also dependent on both HFD and DMBA as mice treated with DMBA and maintained on chow or mice on HFD but not treated with DMBA (ref. 15 and current data) did not develop liver tumors.

### Development of obesity-dependent liver tumors in *Nod2*^−/−^ mice is associated with differential expression of genes in cancer, inflammatory, hepatotoxicity, and cholesterol biosynthesis pathways

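Liver RNA was sequenced from individual male mice on the BALB/c background, an inbred laboratory strain. There were 6 WT and 7 *Nod2*-/- mice, with 1 library per mouse. As pups, the mice had received 50 µl of 0.5% DMBA, a carcinogen, on the skin, and they were then kept on HFD, a high-fat diet with 60% of its energy from fat. The paper gives 31 weeks on this diet, the value used here, and the sample labels give 30 weeks. The paper speaks of total RNA, and the labels describe strand-specific libraries made from polyadenylated RNA. The authors trimmed the reads with Trimmomatic and mapped them with TopHat2 to the mouse genome build GRCm38. They deposited the number of reads counted on each gene in each mouse, as whole numbers without normalization. The counting program is not named in the paper's text. Between 14886273 and 20579984 reads were counted on genes per WT mouse (median 16964780), and between 13824780 and 19391431 per *Nod2*-/- mouse (median 15618467). The paper reports that on average 22800000 read pairs per library passed its quality filters. The values given here use the reads counted on genes, on average 16624999 per library.

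*Nod2* itself (ENSMUSG00000055994.15, chromosome 8, 88647315 to 88688474 of GRCm38) had 4, 1, 3, 2, 0 and 3 counts in WT replicates 1 to 6 and 2, 2, 6, 1, 5, 1 and 4 counts in *Nod2*-/- replicates 1 to 7. Its normalized counts were 2.09 ± 1.41 (SD, n = 6) and 2.96 ± 1.92 (SD, n = 7), and the groups were not distinguishable (two-sided exact permutation test, p = 0.385). At this depth the *Nod2* transcript therefore could not be used to check the genotype labels.

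Counts were normalized for library size by edgeR's TMM method, and normalized counts are scaled to the mean effective library size. Genes were tested with edgeR's quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method over the 13545 genes that edgeR's expression filter kept of the 53465 genes in the table. These genes held 99.9% of all counts. The paper used DESeq2 for this step, and the number of differentially expressed genes depended on the test, on the mice included and on covariates. Single genes were also compared by two-sided exact permutation tests of normalized counts, for which 6 against 7 mice allow no p below 0.000583. Gene positions are on GRCm38.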

To unravel the molecular mechanism underlying the development of obesity-dependent liver tumors in *Nod2*^−/−^ mice in a unbiased manner, we performed RNAseq using total RNA from the livers of male WT and *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks. We focused on male mice because males are more susceptible to the development of liver tumors compared with female mice (Fig. 1I). *Nod2*^−/−^ mice had significantly increased expression of more than 600 genes and decreased expression of more than 400 genes with a 5% FDR (*P* ≤ 0.05) (Supplementary Fig. S1). 

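At 5% FDR, 88 genes had higher and 69 lower expression in *Nod2*-/- mice than in WT mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13545 genes. At an unadjusted p under 0.05 there were 1743 higher and 1384 lower genes. DESeq2's Wald test on the same counts gave 605 higher and 549 lower genes, and all 157 genes past the threshold in edgeR were among them. Leaving out WT replicate 3 moved the edgeR result most, to 697 higher and 459 lower genes, which again held all 157. The other 12 fits that each left out 1 mouse gave between 20 and 116 higher and between 20 and 107 lower genes. In 195 genes the normalized counts of the 6 WT and the 7 *Nod2*-/- mice did not overlap, against 15.8 genes that chance alone would give (0.117% of the genes tested). Of these, 102 were past 5% FDR.

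**Figure D1:**
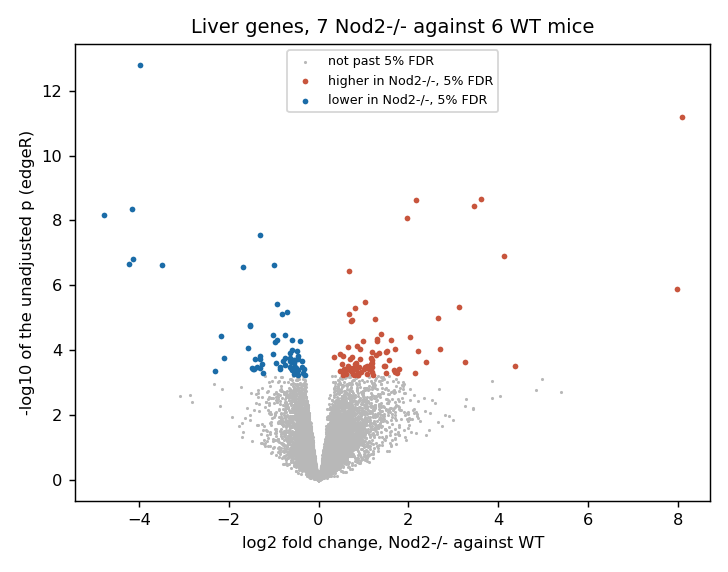
Each point is a gene, of the 13545 tested, with the log2 fold change of *Nod2*-/- against WT mice on the x axis and −log10 of the unadjusted p from edgeR on the y axis. The 88 genes with higher and the 69 with lower expression in *Nod2*-/- mice at 5% FDR are coloured, and the other genes are grey.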

We analyzed the data using Ingenuity Pathway Analysis (IPA) software (Qiagen) to identify Gene Ontology (GO) pathways and diseases that are differentially expressed between WT and *Nod2*^−/−^ mice. Based on the number of genes, the top three disease pathways that were significantly enhanced in *Nod2*^−/−^ mice were for cancer, inflammatory response, and immunological disease (Table 1). 

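Fixed gene lists were tested with camera, limma's competitive gene set test, at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over the 21 lists that had at least 2 tested genes. A list of 16 genes that mark liver tumors or hepatic progenitor cells, among them *Afp*, *Gpc3*, *H19*, *Igf2*, *Sox9* and *Spp1*, had 13 tested genes, of which 12 were higher in *Nod2*-/- mice (median log2 fold change 1.21, adjusted p = 3.95e-05 by camera). Of the 13 genes, 1 was past 5% FDR over all genes (*Sox9*, log2 fold change 1.29, standard error 0.25) and 5 were when adjusted over the list alone. The paper's Supplementary Tables S1 to S3 hold 3 of the 13, chosen on these samples, for which the latter is not independent evidence. The mean log2 CPM of the list was 3.89 ± 0.95 (SD, n = 7) in *Nod2*-/- mice and 2.17 ± 1.38 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.0268, or 0.0775 after Benjamini-Hochberg adjustment over the 21 lists). WT replicate 3 had the highest value of the WT mice, and without it the difference rose from 1.71 to 2.14. *Afp* did not differ between the groups, with a log2 fold change of 0.02 (standard error 0.99, adjusted p = 0.991 by edgeR). In all, 12 of the 21 lists were past 5% FDR by camera. With fry, limma's rotation test, the lists of PPAR alpha targets and of the amino acid response stayed past it, and those of T cell and adipose genes, which were not past it by camera, were past it too. With a correlation estimated from the data none of the 21 was, the lowest adjusted p being 0.330.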

We further analyzed the data for genes associated with hepatotoxicity and show a significant enrichment of pathways associated with liver hyperplasia/hyperproliferation, steatosis, hepatocellular carcinoma, liver necrosis/cell death, and liver inflammation/hepatitis (Table 1). 

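A list of 20 genes coding for the enzymes that make cholesterol from acetyl-CoA, from *Acat2* and *Hmgcs1* to *Dhcr7*, was set against the genes with higher expression in *Nod2*-/- mice at 5% FDR. All 20 genes were tested and 0 of them were past the threshold (1-sided Fisher's exact test, p = 1, background all genes tested), although 18 had an unadjusted p under 0.05. With DESeq2, 9 of the 20 were among its 605 higher genes (1-sided Fisher's exact test, p = 1.90e-08, background the 15821 genes that DESeq2 gave an adjusted p). Without WT replicate 3, edgeR placed 14 of the 20 past 5% FDR (1-sided Fisher's exact test, p = 2.19e-14), and without *Nod2*-/- replicate 3 it placed 1.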

Amongst metabolic pathways, genes involved in steroid/cholesterol biosynthesis were significantly enriched in *Nod2*^−/−^ mice. Thus, our data demonstrate that the innate immunity gene *Nod2* protects mice from the altered expression of genes associated with the development of cancer, liver hyperplasia, liver carcinoma, and inflammation in the DMBA + HFD model of liver cancer.

**Table 1:** GO pathways that are differentially expressed in the liver of male *Nod2*^−/−^ DMBA + HFD mice compared with male WT DMBA + HFD mice.

	# genes	*P*-value
**Disease**		
Cancer	863	1.18E−04 to 1.96E−15
Inflammatory response	276	1.15E−04 to 5.50E−13
Immunological disease	288	1.17E−04 to 1.92E−12
**Hepatotoxicity**		
Liver hyperplasia/hyperproliferation	574	5.65E−01 to 1.88E−07
Liver steatosis	39	1.02E−01 to 1.86E−06
Hepatocellular carcinoma	71	3.94E−01 to 9.53E−04
Liver necrosis/cell death	24	6.08E−01 to 3.39E−03
Liver inflammation/hepatitis	30	1.00E00 to 5.53E−03
**Metabolism**		
Cholesterol biosynthesis	14	1.85E−12

### Development of obesity-dependent liver tumors in *Nod2*^−/−^ mice is associated with increased expression of genes involved in cell proliferation, immune responses, and lipid metabolism

We identified individual genes that were differentially expressed in the liver of WT and *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks. Of all the genes with significantly changed expression, 379 genes had a ≥ twofold increase and 107 genes had a ≥ twofold decrease; and we focused on these genes. 

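Among the genes past 5% FDR, 48 were at least 2-fold higher and 26 at least 2-fold lower in *Nod2*-/- mice by the fitted edgeR fold change, and 49 and 26 by the ratio of the group means. DESeq2 gave 298 and 92 such genes. edgeR's glmTreat, which tests against a fold change of 1.5, gave 9 higher and 8 lower genes at 5% FDR.

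Of the genes whose normalized counts did not overlap between the groups and whose average log2 CPM was at least 1, the largest increases were in *Cebpe*, *Moxd1*, *Arl2bp*, *Cyp17a1* and *Ccdc122*. *Moxd1* (ENSMUSG00000020000.7, chromosome 10, 24223517 to 24302790), which codes for a monooxygenase, had 961 ± 782 normalized counts (SD, n = 7) in *Nod2*-/- mice and 3.59 ± 3.03 (SD, n = 6) in WT mice, a log2 fold change of 8.00 (standard error 1.02, adjusted p = 0.00102 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Arl2bp* (ENSMUSG00000031776.17, chromosome 8, 94666600 to 94674425), which lies within 10 Mb of *Nod2*, had 135 ± 47.5 in *Nod2*-/- mice and 10.8 ± 3.50 in WT mice, a log2 fold change of 3.63 (adjusted p = 7.93e-06 by the same edgeR test). The log2 fold changes of *Cyp17a1* (ENSMUSG00000003555.7, chromosome 19, 46667165 to 46673172) and *Ccdc122* (ENSMUSG00000034795.14, chromosome 14, 77036772 to 77112257) were 2.71 and 2.66. That of *Cyp17a1* was 2.08 without *Nod2*-/- replicate 7, which had the highest count.

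The largest decreases were in *Klhl33*, *Aqp4*, *Ces1g*, *Gm3375* and *Mid1*. *Klhl33* (ENSMUSG00000090799.2, chromosome 14, 50888582 to 50897507) had 3.79 ± 2.62 in *Nod2*-/- mice and 106 ± 37.9 in WT mice, a log2 fold change of -4.78 (standard error 0.40, adjusted p = 1.35e-05 by edgeR). *Aqp4* (ENSMUSG00000024411.9, chromosome 18, 15389496 to 15410982), a water channel, had 13.9 ± 7.39 in *Nod2*-/- mice and 251 ± 98.5 in WT mice (log2 fold change -4.17). For *Ces1g* (ENSMUSG00000057074.6, chromosome 8, 93302369 to 93337308), a carboxylesterase within 10 Mb of *Nod2* whose reads may have been split with its neighbouring paralogs, the log2 fold change was -4.13. *Gm3375* (ENSMUSG00000107470.1, chromosome 7, 3181093 to 3181888) is a processed pseudogene, so its counts are uncertain, and its log2 fold change was -3.98. *Mid1* (ENSMUSG00000035299.16, chromosome X, 169685199 to 170005736) had a log2 fold change of -3.48. In each of the 13 fits that left out 1 mouse, all of these genes except *Cyp17a1* were past 5% FDR, and *Cyp17a1* was in 9 of the 13. *Cyp17a1* was not past 5% FDR without WT replicates 1, 2, 4 or 5 (adjusted p up to 0.0766, edgeR). *Klhl33*, *Ccdc122* and *Cebpe* lie on chromosome 14 and *Aqp4* on chromosome 18. There the share of genes past 5% FDR by edgeR was 4.90% and 3.72%, against 1.03% and 1.10% of the tested genes elsewhere.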

*Nod2*^−/−^ DMBA + HFD male mice had significantly altered expression of 162 genes that are associated with cell proliferation, activation and adhesion, including regulators of cell cycle (*Cdk1*, *Ccna2*, *Ccnb1*), organization of the mitotic spindle (*Knstrn*, *Nusap1*, *Plk1*), activation of cells (*Arhgef2*, *Arhgef16*, *Arhgef37*, *Rac2*) extracellular matrix remodeling, migration, and adhesion (*Cdh1*, *Lama3*, *Mmp14*, *Mmp25*), and apoptosis (*Casp4*, *Casp12*, *Naip2*, *Naip5*) (Fig. 2 and Supplementary Table S1). 

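All 162 genes of Supplementary Table S1 were matched to the counts. Of the 119 that were tested, 28 were past 5% FDR over all genes (19 higher and 9 lower in *Nod2*-/- mice), and all 119 were when adjusted over the list alone. The paper chose these genes on the same samples, so the latter is not independent evidence. DESeq2 placed 107 of the genes past 5% FDR. Without WT replicate 3 edgeR placed 89 past it, and without WT replicate 1 it placed 9. By section of the table, 7 of 20 tested genes of DNA replication, transcription and translation, 3 of 14 cell cycle genes (*Cdc25b*, *Cdc14a* and *Myo15b*, named after their values were seen), 10 of 41 genes of cell activation and signaling, 6 of 21 genes of adhesion and matrix remodeling, 2 of 16 transport genes and 0 of 7 apoptosis genes were past the threshold. All 7 of the latter had an unadjusted p under 0.05.

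*Arhgef16* (ENSMUSG00000029032.12, chromosome 4, 154278486 to 154301676) had 81.9 ± 15.1 normalized counts (SD, n = 7) in *Nod2*-/- mice and 17.1 ± 13.9 (SD, n = 6) in WT mice, a log2 fold change of 2.22 (standard error 0.42, adjusted p = 0.0270 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 7 *Nod2*-/- mice lay above all WT mice. *Mmp14* (ENSMUSG00000000957.11, chromosome 14, 54431612 to 54445364) had 677 ± 339 in *Nod2*-/- mice and 237 ± 64.6 in WT mice, a log2 fold change of 1.51 (standard error 0.29, adjusted p = 0.0275, edgeR). *Lama3* (ENSMUSG00000024421.16, chromosome 18, 12333819 to 12583013) was lower in *Nod2*-/- mice, with 81.9 ± 56.7 in *Nod2*-/- mice and 367 ± 76.4 in WT mice, a log2 fold change of -2.16 (standard error 0.37, adjusted p = 0.0150, edgeR). *Arhgef37* (ENSMUSG00000045094.7, chromosome 18, 61491657 to 61536594) was also lower, with a log2 fold change of -1.31 (adjusted p = 0.0422, edgeR). *Mmp14* lies on chromosome 14 and *Lama3* and *Arhgef37* on chromosome 18, which by edgeR held more genes past 5% FDR than the other chromosomes. With DESeq2 the share was 12.9% on chromosome 14 against 7.11% elsewhere (Fisher's exact test, adjusted p = 5.70e-05). On chromosome 18 it was 8.77% against 7.28% (adjusted p = 0.754, same test). With 1 mouse left out in turn, *Lama3* was past 5% FDR in all 13 fits, *Arhgef16* in 9, *Mmp14* in 8 and *Arhgef37* in 4. *Arhgef16* was not past 5% FDR without WT replicates 1, 2 or 5 or without *Nod2*-/- replicate 7 (adjusted p up to 0.0766, edgeR). *Mmp14* was not past 5% FDR without WT replicates 1, 2, 4 or 5 or without *Nod2*-/- replicate 7 (adjusted p up to 0.0813, edgeR). *Arhgef37* was not past 5% FDR without WT replicates 1, 2, 4 or 5 or without *Nod2*-/- replicates 2, 4, 5, 6 or 7 (adjusted p up to 0.109, edgeR).

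*Cdk1* (ENSMUSG00000019942.13, chromosome 10, 69335146 to 69352938) had 45.0 ± 17.9 in *Nod2*-/- mice and 24.1 ± 6.83 in WT mice (log2 fold change 0.89, standard error 0.28, adjusted p = 0.0966 by edgeR). The log2 fold changes of *Ccna2*, *Knstrn* and *Nusap1* were 1.46, 1.52 and 1.63, with adjusted p between 0.0765 and 0.117 by edgeR. Without WT replicate 3 the log2 fold changes of *Knstrn* and *Nusap1* rose to 1.83 and 2.29, and both genes were past 5% FDR. *Ccnb1* and *Plk1* had too few counts for edgeR's expression filter. DESeq2's Wald test placed both past 5% FDR, at log2 fold changes of 2.09 and 2.46 (adjusted p = 0.0400 and 0.00958). Their means were 15.8 and 11.0 normalized counts in *Nod2*-/- mice and 3.63 and 1.96 in WT mice, with p = 0.0653 and 0.00583 by exact permutation tests. *Arhgef2*, *Rac2* and *Cdh1* had log2 fold changes of 1.31, 1.18 and 1.39 (adjusted p = 0.0773, 0.159 and 0.180, edgeR). Without WT replicate 3 the log2 fold changes of *Arhgef2* and *Cdh1* were 1.67 and 2.07, past 5% FDR. *Rac2* fell to 0.53 without *Nod2*-/- replicate 7. *Mmp25* was below edgeR's expression filter, with at most 1 count in a WT mouse and 28 in *Nod2*-/- replicate 7. *Casp4*, *Casp12*, *Naip2* and *Naip5* had log2 fold changes of 1.61, 1.64, 1.43 and 1.07, with adjusted p between 0.0565 and 0.144 by edgeR. The counts of *Naip2* and *Naip5*, close paralogs, may share reads. The log2 fold changes of *Casp4* and *Casp12* were 0.74 and 0.90 without *Nod2*-/- replicate 7, and without WT replicate 3 *Casp12* and *Naip2* were past 5% FDR at 2.00 and 1.73.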

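Of the 119 tested genes of Supplementary Table S1, 98 were higher and 21 lower in *Nod2*-/- mice. Some of the lower genes of Supplementary Tables S1 to S3, such as *Scgb1a1* and *Slc34a2*, are among the 7 genes these tables share with a list of lung epithelium genes, and most genes of that list with at least 50 counts in a mouse rose and fell together from mouse to mouse. In a list of 30 mitosis genes, among them *Mki67*, *Top2a*, *Ccnb2* and *Aurka*, 17 were tested and all 17 were higher in *Nod2*-/- mice (median log2 fold change 0.99, adjusted p = 6.08e-06 by camera, or 0.0692 over genes with at least 10 counts in every mouse). By edgeR none of them was past 5% FDR over all genes, and 10 had an unadjusted p under 0.05. When adjusted over the list alone 10 were past 5% FDR, which is not independent evidence for the 6 tested genes that the paper chose on these samples. The mean log2 CPM of the mitosis list was 0.67 ± 0.69 (SD, n = 7) in *Nod2*-/- mice and -0.25 ± 0.55 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.0268, or 0.0775 adjusted over 21 lists). It was above every WT mouse in 3 of the 7 *Nod2*-/- mice, and WT replicate 3 was the highest of the WT mice. A list of 25 DNA replication genes, none of which is in the paper's tables, did not differ by camera (median log2 fold change 0.16, 17 of 24 genes higher, adjusted p = 0.209).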

The majority of these genes are upregulated and promote cell proliferation, cell division, and migration. Using the IPA software, we identified that more than 70 of these upregulated genes are associated with the development and progression of hepatic cancer or more specifically with hepatocellular carcinoma (Fig. 2, marked with an asterisk).

**Figure 2:**
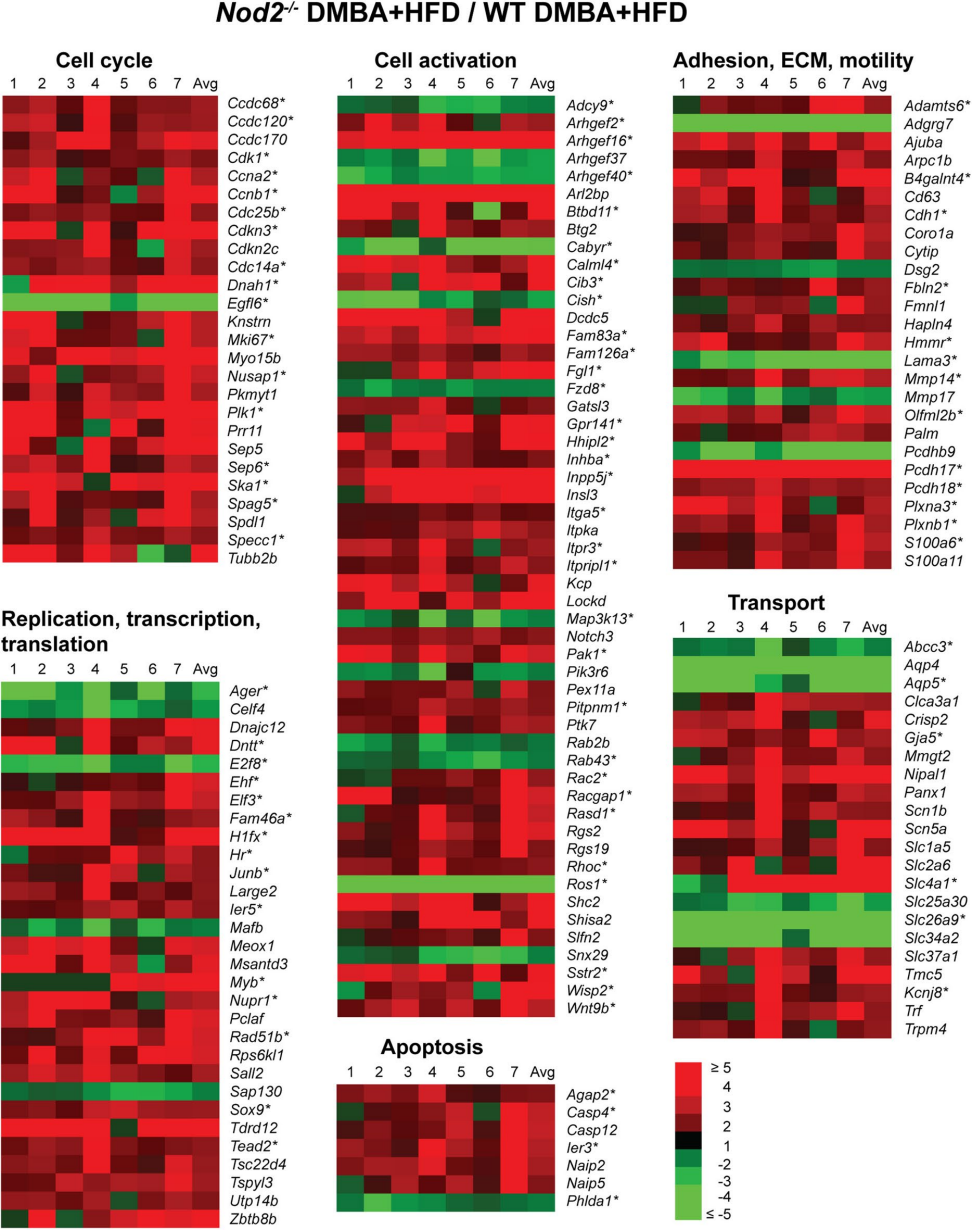
*Nod2*^−/−^ DMBA + HFD mice have increased expression of liver genes that promote cell proliferation. Heatmap representation of the fold increase for gene expression in the liver of *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks compared with similarly treated WT mice. The genes are grouped based on function. The fold ratio for individual *Nod2*^−/−^ mice to the average of WT mice is shown in lanes 1 to 7 and with the average (Avg) of the fold for all *Nod2*^−/−^ mice. Asterisks indicate genes associated with liver malignancy. Genes that have a ≥ twofold increase or a ≥ twofold decrease and *P* ≤ 0.05 with 5% FDR are included in the heatmap. *N* = 6–7 mice/group. The numerical data for RNA levels in individual WT and *Nod2*^−/−^ mice and the fold increase in individual and the average for all *Nod2*^−/−^ mice are shown in Supplementary Table S1.

*Nod2*^−/−^ DMBA + HFD mice had significantly different expression of more than 100 genes associated with immune cells and immune responses (Fig. 3 and Supplementary Table S2). 

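Of the 105 genes of Supplementary Table S2, 67 had enough counts to be tested, 65 with higher and 2 with lower expression in *Nod2*-/- mice. Past 5% FDR over all genes were 7 of them, all higher in *Nod2*-/- mice, and all 67 were when adjusted over the list alone. Since the study chose this table on these samples, the latter is not independent evidence. DESeq2 placed 63 of the 105 past 5% FDR, edgeR without WT replicate 3 placed 32, and edgeR without WT replicate 1, 2 or 4 or *Nod2*-/- replicate 4 or 7 placed 2.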

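In a list of 20 neutrophil genes, 5 were tested, and all 5 (*S100a8*, *S100a9*, *Prtn3*, *Cxcr2* and *Csf3r*) were higher in *Nod2*-/- mice (median log2 fold change 4.85, adjusted p = 0.0147 by camera). The adjusted p was 0.0547 with voomWithQualityWeights and 0.133 over genes with at least 10 counts in every mouse, and between 3.22e-07 and 0.330 over all alternatives. Of the list, 12 genes are in the paper's tables. By edgeR none of the tested genes was past 5% FDR over all genes, and all 5 had an unadjusted p under 0.05. When adjusted over the list alone 5 were past 5% FDR, which is not independent evidence for the 4 of them in the paper's tables. DESeq2's Wald test placed *S100a8* and *S100a9* past 5% FDR over all genes (adjusted p = 0.000724 and 0.000200), and not *Csf3r*. The edgeR fit with 1 surrogate variable placed *S100a9* there (adjusted p = 0.0499). DESeq2's log2 fold changes of *S100a8*, *S100a9* and *Csf3r* were 1.90, 1.82 and 0.59. Those of edgeR were 5.40, 4.85 and 1.98 with all mice, and 2.01, 1.92 and 0.63 without *Nod2*-/- replicate 7. The mean log2 CPM of the neutrophil list was 2.31 ± 1.93 (SD, n = 7) in *Nod2*-/- mice and 0.21 ± 0.54 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.00874, or 0.0734 adjusted over 21 lists), and it was above every WT mouse in 5 of the 7 *Nod2*-/- mice. *Nod2*-/- replicate 7 had the highest value, and without it the difference fell from 2.11 to 1.45. This mouse held 93.4% of all normalized *Ltf* counts of the 7 *Nod2*-/- mice, 92.1% of those of *Ngp*, 91.9% of those of *S100a8* and 35.9% of those of *Prtn3*. Without it, the rise among the 5 tested genes was largest in *Prtn3*, with a mean of 250 normalized counts against 9.98 in WT mice. The means of *S100a8* and *S100a9* were then 69.9 against 17.3 and 155 against 40.9. *Csf3r* had 42.8 against 27.5, and *Cxcr2*, at 13.4 against 12.5, hardly differed.

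Of 11 inflammatory monocyte genes, 6 were tested and all 6 were higher in *Nod2*-/- mice (median log2 fold change 0.81, adjusted p = 0.0378 by camera). By edgeR none was past 5% FDR over all genes, with 3 at an unadjusted p under 0.05. When adjusted over the list alone 1 was (*Cd14*, on chromosome 18 and in the paper's Supplementary Table S2). DESeq2's Wald test placed *Cd14* past 5% FDR over all genes (adjusted p = 0.0186). Without *Nod2*-/- replicate 7 the difference in the list's mean log2 CPM fell from 0.71 to 0.44 and the adjusted p was 0.0885 by camera. It was also above 0.05 without WT replicate 1, 2 or 6 or *Nod2*-/- replicate 3, with 1 surrogate variable (0.0905) and over genes with at least 10 counts in every mouse (0.0601), and over all alternatives it lay between 0.000365 and 0.423. Lists of Kupffer cell, T cell and B and plasma cell genes, with 9, 3 and 6 tested genes, had median log2 fold changes of 0.36, 0.33 and 0.03, with adjusted p of 0.312, 0.187 and 0.791 by camera. For the T cell list, whose 3 tested genes were all higher in *Nod2*-/- mice, the adjusted p was 0.00701 with the statistics of DESeq2, 0.000596 with no filter on low counts and 0.0404 by fry. In the other alternatives it was above 0.05, up to 0.330. The difference in the mean log2 CPM of the Kupffer cell list moved from 0.14 to -0.02 without *Nod2*-/- replicate 7. By edgeR none of the tested genes of these 3 lists was past 5% FDR over all genes, and 2, 1 and 1 had an unadjusted p under 0.05. None was past 5% FDR when adjusted over its list alone.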

The vast majority of upregulated genes are involved in the activation and migration of neutrophils and monocytes or code for effector molecules produced by these cells. These genes include molecules associated with immune cell development and activation (*Fgr1*, *Lacc1*, *Cebpe*, *Csf3r*), effector molecules (*Camp*, *Elane*, *Il1b*, *Lcn2*, *Mmp8*, *Mmp25*), chemotaxis and adhesion (*Cxcl1*, *Cxcl14*, *Icam1*, *S100a8*, *S100a9*, *Saa2*), receptors (*Ccr1*, *Ccr2*, *Cd24a*, *Fpr2*), and ROS production (*Ncf2*, *Ncf4*). 

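*Cebpe* (ENSMUSG00000052435.7, chromosome 14, 54710360 to 54712174), which codes for a transcription factor of granulocyte development, had at most 1 count in a WT mouse and 169 ± 52.8 normalized counts (SD, n = 7) in *Nod2*-/- mice and 0.471 ± 0.524 (SD, n = 6) in WT mice, at least 56.3-fold higher (adjusted p = 4.52e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was past 5% FDR in all 13 fits that left out 1 mouse. *Lacc1* (ENSMUSG00000044350.14, chromosome 14, 77024200 to 77036904) had 137 ± 60.0 in *Nod2*-/- mice and 48.9 ± 23.8 in WT mice (log2 fold change 1.47, standard error 0.31, adjusted p = 0.0422, edgeR). Both lie on chromosome 14, which by edgeR held more genes past 5% FDR than the other chromosomes. *Lacc1* was not past 5% FDR without WT replicates 1, 2, 4 or 5 or without *Nod2*-/- replicates 4, 6 or 7 (adjusted p up to 0.109, edgeR). The gene that the paper writes as *Fgr1* was taken to be *Fgr*, with a log2 fold change of 1.69 (adjusted p = 0.0673, edgeR) that was past 5% FDR without WT replicate 3, at 1.74. *Csf3r* had a log2 fold change of 1.98, or 0.63 without *Nod2*-/- replicate 7.

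*Cxcl14* (ENSMUSG00000021508.11, chromosome 13, 56288643 to 56296551) had 240.3 ± 299 in *Nod2*-/- mice and 10.9 ± 10.9 in WT mice (log2 fold change 4.38, standard error 0.93, adjusted p = 0.0422, edgeR), and 3.60 without *Nod2*-/- replicate 4. *Cxcl14* was not past 5% FDR without WT replicates 1, 2, 4 or 5 or without *Nod2*-/- replicates 4, 6 or 7 (adjusted p up to 0.110, edgeR). *Icam1* (ENSMUSG00000037405.8, chromosome 9, 21015985 to 21028817) had 369 ± 138 in *Nod2*-/- mice and 159 ± 60.4 in WT mice (log2 fold change 1.21, standard error 0.28, adjusted p = 0.0490, edgeR). *Icam1* was not past 5% FDR without WT replicates 1, 2, 4, 5 or 6 or without *Nod2*-/- replicates 4, 5, 6 or 7 (adjusted p up to 0.115, edgeR). *Cxcl1* had a log2 fold change of 1.56 (adjusted p = 0.0960, edgeR).

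*S100a8* (ENSMUSG00000056054.9, chromosome 3, 90668978 to 90670035) and *S100a9* (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721) had log2 fold changes of 5.40 and 4.85 (standard errors 1.44 and 1.26, adjusted p = 0.0673 and 0.0656, edgeR). DESeq2's Wald test gave log2 fold changes of 1.90 and 1.82 for them, past 5% FDR (adjusted p = 0.000724 and 0.000200). The means of *S100a8* and *S100a9* in *Nod2*-/- mice without replicate 7 were 69.9 and 155 normalized counts, against 17.3 and 40.9 in WT mice. Without this mouse the edgeR log2 fold changes were 2.01 and 1.92, near those that DESeq2 gave with all mice. DESeq2's defaults can replace outlying counts in the *Nod2*-/- group, so its values do not speak for the full difference. *Saa2*, whose reads may be shared with its near-identical paralog *Saa1*, and *Lcn2* had log2 fold changes of 4.04 and 3.86, or 2.70 and 2.43 without *Nod2*-/- replicate 7. *Lcn2* was past 5% FDR without WT replicate 3, at 4.46.

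*Camp*, *Elane*, *Mmp8* and *Ccr1* were below edgeR's expression filter. DESeq2's Wald test placed *Camp* and *Ccr1* past 5% FDR (adjusted p = 0.0215 and 0.00802), and not *Elane* or *Mmp8*. Its log2 fold changes of *Camp* and *Elane* were 2.95 and 1.49, against 5.52 and 3.66 by edgeR with no filter on low counts. *Camp* had at most 3 counts in a WT mouse and 66.6 ± 148 normalized counts (SD, n = 7) in *Nod2*-/- mice, at least 22.2-fold higher (two-sided exact permutation test, p = 0.213). *Elane* and *Mmp8* had 32.8 and 32.4 normalized counts in *Nod2*-/- mice and 2.34 and 1.92 in WT mice (two-sided exact permutation tests, p = 0.217 and 0.469). *Nod2*-/- replicate 7 held 86.0%, 81.0% and 88.0% of the *Nod2*-/- counts of *Camp*, *Elane* and *Mmp8*, and the means of the other *Nod2*-/- mice were 10.9, 7.26 and 4.53. The log2 fold changes of *Ccr2*, *Cd24a*, *Fpr2* and *Ncf4* were 0.95, 1.21, 2.11 and 1.43, with adjusted p between 0.0965 and 0.136 by edgeR. Those of *Ccr2*, *Cd24a* and *Ncf4* were 0.62, 0.74 and 0.65 without *Nod2*-/- replicate 7. Of the 30 genes of immune function that the paper's text names, all had a higher mean in *Nod2*-/- mice. By edgeR 21 were tested and 4 were past 5% FDR (*Cebpe*, *Lacc1*, *Cxcl14* and *Icam1*). DESeq2 placed 17 of the 30 past 5% FDR.

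**Figure D2:**
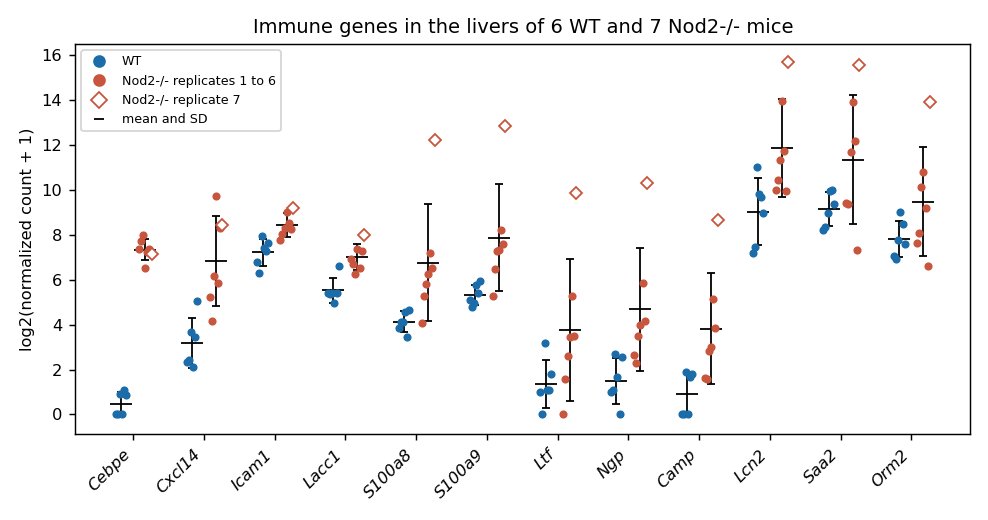
Normalized counts of 12 genes in each mouse, as log2(normalized count + 1). Dots are single mice, blue for WT, red for *Nod2*-/- replicates 1 to 6 and open diamonds for *Nod2*-/- replicate 7, and black bars are the mean ± SD of each group. *Nod2*-/- replicate 7 had the highest count in the *Nod2*-/- group for genes such as *S100a8*, *S100a9*, *Ltf*, *Ngp* and *Camp*, and for *Cebpe* all 7 *Nod2*-/- mice lie above the WT mice.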

Using the IPA software, we identified that about 30 of the upregulated immune genes are also associated with the development and progression of hepatocellular carcinoma (Fig. 3, marked with an asterisk).

**Figure 3:**
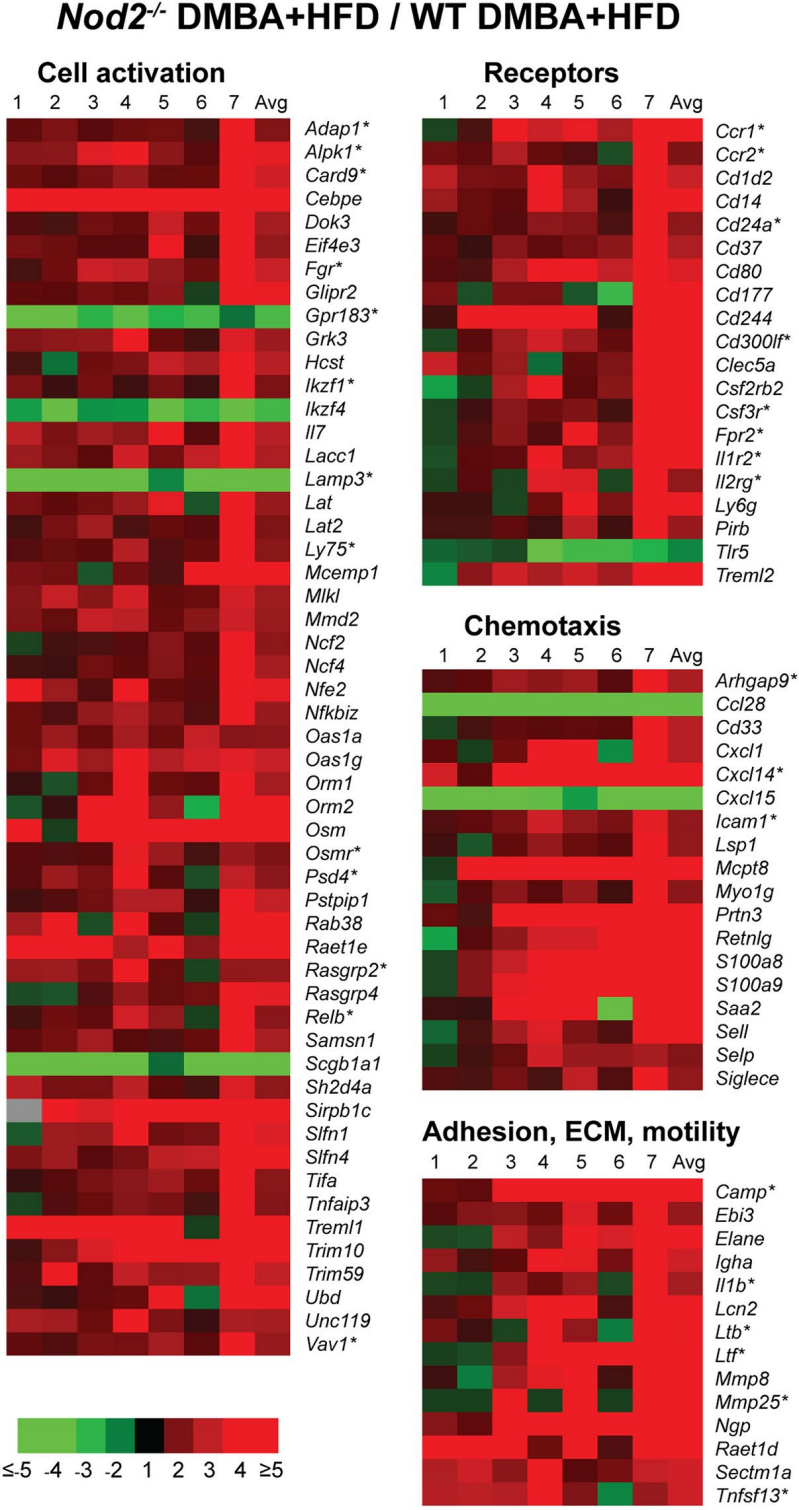
*Nod2*^−/−^ DMBA + HFD mice have increased expression of liver genes for immune responses. Heatmap representation of the fold increase for gene expression in the liver of *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks compared with similarly treated WT mice. The genes are grouped based on function or pathway. The fold ratio for individual *Nod2*^−/−^ mice to the average of WT mice is shown in lanes 1 to 7 and with the average (Avg) of the fold for all *Nod2*^−/−^ mice. Asterisks indicate genes also associated with liver malignancy. Genes that have a ≥ twofold increase or a ≥ twofold decrease and *P* ≤ 0.05 with 5% FDR are included in the heatmap. *N* = 6–7 mice/group. The numerical data for RNA levels in individual WT and *Nod2*^−/−^ mice and the fold increase in individual and the average for all *Nod2*^−/−^ mice are shown in Supplementary Table S2.

*Nod2*^−/−^ DMBA + HFD mice had significantly different expression of genes involved in lipid metabolism (Fig. 4 and Supplementary Table S3). 

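Supplementary Table S3 lists 77 genes, of which 74 were tested (56 higher and 18 lower in *Nod2*-/- mice). At 5% FDR over all genes 13 were past the threshold, 7 higher and 6 lower, and all 74 were when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. DESeq2 placed 58 of the genes past 5% FDR. With edgeR, 59 were past it without WT replicate 3 and 4 without WT replicate 1, 2 or 4. Genes of Supplementary Table S3 past 5% FDR, named after their values were seen, included *Fgf21* (ENSMUSG00000030827.5, chromosome 7, 45613886 to 45615490), which codes for a hormone made by the liver, with 283 ± 153 normalized counts (SD, n = 7) in *Nod2*-/- mice and 87.1 ± 23.9 (SD, n = 6) in WT mice (log2 fold change 1.70, standard error 0.32, adjusted p = 0.0261 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ehhadh* (ENSMUSG00000022853.6, chromosome 16, 21761287 to 21787807), which codes for an enzyme of peroxisomal fatty acid oxidation, was lower, with 1902 ± 583 in *Nod2*-/- mice and 4519.6 ± 1744 in WT mice (log2 fold change -1.25, standard error 0.26, adjusted p = 0.0386, edgeR).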

In our pathway analysis, we identified significantly enhanced expression of genes in cholesterol biosynthesis (Table 1). Additionally, the top regulators identified by IPA are associated with lipid metabolism. These regulators were cytochrome P450 oxidoreductase (POR, *P* = 1.10E−20), peroxisome proliferator activated receptor alpha (PPARA, *P* = 1.07E−19) and SCAP (*P* = 3.18E−15). 

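In the list of 20 cholesterol biosynthesis genes, all 20 were higher in *Nod2*-/- mice, with a median log2 fold change of 1.11 (adjusted p = 7.11e-10 by camera). When adjusted over the list alone, 17 were past 5% FDR, which is not independent evidence for the 11 that are in the paper's tables. The other 9 genes gave an unadjusted p of 0.000391 by camera, but they come from the same mice and are not a separate sample either. For all 20 genes the adjusted p was 0.0701 by fry, and 0.330 by camera with a correlation estimated from the data. The mean log2 CPM of the list was 6.45 ± 0.69 (SD, n = 7) in *Nod2*-/- mice and 5.38 ± 0.59 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.0163, or 0.0734 adjusted over 21 lists). It was above every WT mouse in 3 of the 7 *Nod2*-/- mice. WT replicate 3 had the highest value of the WT mice, and without it the difference rose from 1.07 to 1.27.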

POR transfers electrons to all microsomal P450 enzymes, including enzymes in steroid biosynthesis. PPARA, is a transcription factor that regulates the expression of genes in lipid metabolism, cell proliferation and differentiation, and immune responses. SCAP is a protease that cleaves SREBP, a key transcription factor that induces expression of several enzymes involved in cholesterol biosynthesis. Based on the changes in these regulators, *Nod2*^−/−^ DMBA + HFD mice are predicted to have increased cholesterol biosynthesis. 

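*Por* (ENSMUSG00000005514.14, chromosome 5, 135670033 to 135735326) had 4654 ± 1510.5 normalized counts (SD, n = 7) in *Nod2*-/- mice and 8358 ± 1984 (SD, n = 6) in WT mice, a log2 fold change of -0.84 (standard error 0.22, adjusted p = 0.0659 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was past 5% FDR at -0.96 without WT replicate 3. *Ppara* (ENSMUSG00000022383.13, chromosome 15, 85734983 to 85802819) had 1511 ± 596 in *Nod2*-/- mice and 2245 ± 433 in WT mice, a log2 fold change of -0.57 (standard error 0.22, adjusted p = 0.150, edgeR), with adjusted p between 0.0453 and 0.266 over the alternatives. *Scap* (ENSMUSG00000032485.14, chromosome 9, 110333288 to 110384950) had 1785 ± 211 in *Nod2*-/- mice and 1975 ± 118 in WT mice, a log2 fold change of -0.15 (standard error 0.09, adjusted p = 0.318, edgeR). These are RNA levels of the regulators' own genes. The paper takes the regulators from its pathway software, IPA, which is a different measure, so these levels do not test its prediction. A list of 26 targets of PPAR alpha, the receptor that *Ppara* codes for, had 23 genes lower and 3 higher in *Nod2*-/- mice (median log2 fold change -0.62, adjusted p = 3.07e-10 by camera and 0.0404 by fry). Of these, 1 (*Ehhadh*) was past 5% FDR over all genes and 18 were when adjusted over the list alone, 5 of the list being in the paper's tables. The list's mean log2 CPM was 6.44 ± 0.39 (SD, n = 7) in *Nod2*-/- mice and 7.11 ± 0.39 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.0134, or 0.0734 adjusted over 21 lists), below every WT mouse in 4 of the 7 *Nod2*-/- mice. In a list of 15 fatty acid synthesis genes, 12 were higher (median log2 fold change 0.41, adjusted p = 0.00554 by camera, or 0.0514 without WT replicate 6). By edgeR none was past 5% FDR over all genes, 7 had an unadjusted p under 0.05 and 3 were past 5% FDR when adjusted over the list alone.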

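Among genes of the cholesterol pathway, *Hmgcs1* (ENSMUSG00000093930.2, chromosome 13, 119690379 to 119708260), which codes for a synthase at its start, had 5850.5 ± 3578 normalized counts (SD, n = 7) in *Nod2*-/- mice and 2117 ± 1817 (SD, n = 6) in WT mice, a log2 fold change of 1.47 (standard error 0.49, adjusted p = 0.106 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sqle* (ENSMUSG00000022351.14, chromosome 15, 59315077 to 59331192), which codes for squalene epoxidase, had 1637 ± 1330.1 in *Nod2*-/- mice and 405 ± 527 in WT mice, a log2 fold change of 2.01 (standard error 0.77, adjusted p = 0.146, edgeR). *Idi1*, *Msmo1* and *Mvk* had log2 fold changes of 1.61, 1.35 and 1.10, with adjusted p between 0.0794 and 0.0921 by edgeR. In each of these genes WT replicate 3 had the highest count of the WT mice. Without this mouse the log2 fold changes of *Hmgcs1*, *Idi1*, *Msmo1*, *Mvk* and *Sqle* were 2.07, 2.04, 1.55, 1.29 and 3.01, and all were past 5% FDR. That of *Msmo1* was 0.98 without *Nod2*-/- replicate 7.

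*Chka* and *Plpp2*, of phospholipid synthesis, had log2 fold changes of 1.18 and 1.15 (standard errors 0.32 and 0.32, adjusted p = 0.0709 and 0.0723, edgeR). Both were past 5% FDR without WT replicate 3, at 1.57 and 1.25, and *Plpp2* also without WT replicate 6, at 1.45. *Lpcat2* had 22.5 ± 17.6 in *Nod2*-/- mice and 9.33 ± 2.83 in WT mice, a log2 fold change of 1.26 (adjusted p = 0.108, edgeR) that was 0.78 without *Nod2*-/- replicate 7.

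**Figure D3:**
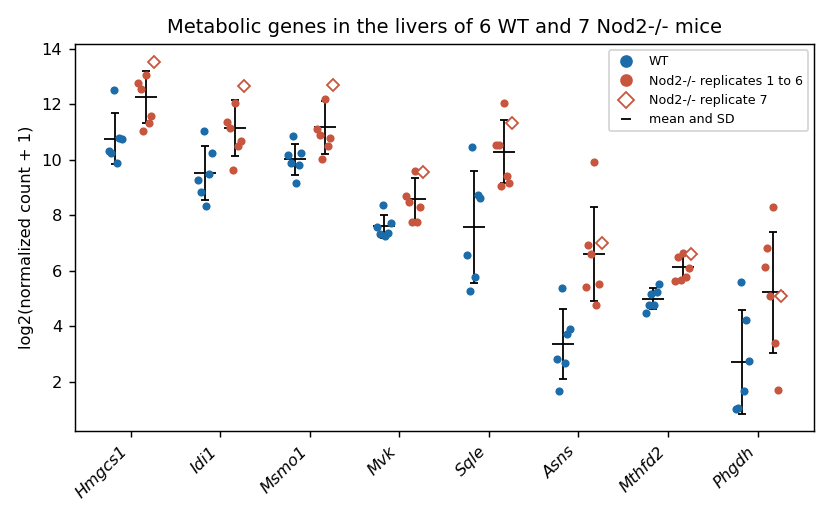
Normalized counts of 8 genes in each mouse, as log2(normalized count + 1), for 5 genes of cholesterol synthesis and for *Asns*, *Mthfd2* and *Phgdh* of amino acid and folate metabolism. Dots are single mice, blue for WT, red for *Nod2*-/- replicates 1 to 6 and open diamonds for *Nod2*-/- replicate 7, and black bars are the mean ± SD of each group.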

We also demonstrate that many genes involved in steroid biosynthesis including *Hmgcs1*, *Idi1*, *Msmo1*, *Mvk*, *Sqle* and in phospholipid biosynthesis, including *Chka*, *Lpcat2*, *Plpp2* were elevated in *Nod2*^−/−^ mice. Increased cholesterol and phospholipids are essential for rapidly dividing cells^27^, and metabolites of cholesterol, including oxysterols, promote tumor development^28^. These results also correlate with our previous results demonstrating hypercholesterolemia in *Nod2*^−/−^ mice on HFD^15^. 

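*Mthfd2* (ENSMUSG00000005667.8, chromosome 6, 83305691 to 83325908), of mitochondrial folate metabolism, had 72.4 ± 22.2 normalized counts (SD, n = 7) in *Nod2*-/- mice and 31.8 ± 8.65 (SD, n = 6) in WT mice, a log2 fold change of 1.18 (standard error 0.24, adjusted p = 0.0345 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 7 *Nod2*-/- mice lay above all WT mice. *Mthfd2* was not past 5% FDR without WT replicates 1, 2, 4 or 5 or without *Nod2*-/- replicates 4, 6 or 7 (adjusted p up to 0.0948, edgeR). *Asns* (ENSMUSG00000029752.12, chromosome 6, 7675169 to 7693254), which codes for asparagine synthetase, had 203 ± 338 in *Nod2*-/- mice and 13.4 ± 14.0 in WT mice, a log2 fold change of 3.87 (standard error 0.93, adjusted p = 0.0576, edgeR). Without *Nod2*-/- replicate 4, the mouse with the highest count, it was 2.47. *Asns* was past 5% FDR without WT replicate 3 or *Nod2*-/- replicate 1 or 5, at 4.61, 4.05 and 4.06. *Phgdh*, which codes for an enzyme of serine synthesis, and *Mthfd1l* had log2 fold changes of 2.66 and 1.18 (standard errors 0.99 and 0.36, adjusted p = 0.134 and 0.0903, edgeR). Without *Nod2*-/- replicate 4 they were 1.74 and 0.73, and without WT replicate 3 they were 3.86 and 1.36, past 5% FDR. In a list of 22 genes of the response to amino acid shortage, 19 were tested and 17 of them were higher in *Nod2*-/- mice (median log2 fold change 0.70, adjusted p = 1.92e-05 by camera and 0.0404 by fry). Past 5% FDR over all genes were 3 (*Atf5*, *Fgf21* and *Mthfd2*), and 10 were when adjusted over the list alone, of which the 7 tested genes in the paper's tables are not independent evidence. *Atf5* had a log2 fold change of 1.03 (standard error 0.14, adjusted p = 0.00244, edgeR). The list's mean log2 CPM was 3.46 ± 0.46 (SD, n = 7) in *Nod2*-/- mice and 2.57 ± 0.50 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.00816, or 0.0734 adjusted over 21 lists), above every WT mouse in 4 of the 7 *Nod2*-/- mice.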

Genes involved in the biosynthesis of asparagine (*Asns*) and serine (*Phgdh*) and in folate metabolism (*Mthfd1l* and *Mthfd2*) were also elevated in *Nod2*^−/−^ DMBA + HFD mice and are associated with the development of hepatocellular carcinoma. Differentially expressed genes associated with the development of liver cancer based on IPA are marked with an asterisk in Fig. 4.

**Figure 4:**
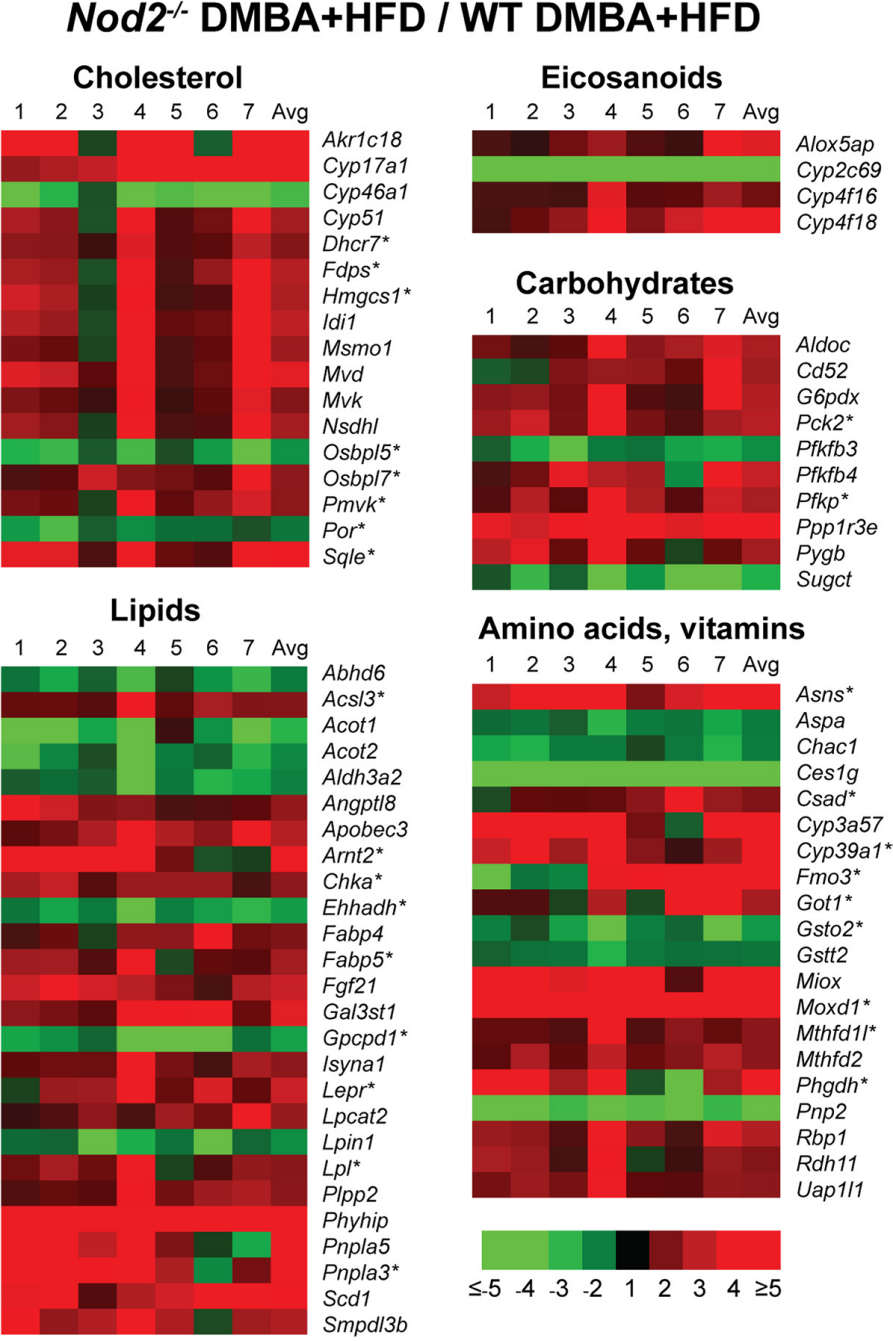
*Nod2*^−/−^ DMBA + HFD mice have increased expression of liver genes for cholesterol biosynthesis. Heatmap representation of the fold increase for gene expression in the liver of *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks compared with similarly treated WT mice. The genes are grouped based on function or metabolic pathway. The fold ratio for individual *Nod2*^−/−^ mice to the average of WT mice is shown in lanes 1 to 7 and with the average (Avg) of the fold for all *Nod2*^−/−^ HFD mice. Asterisks indicate genes also associated with liver malignancy. Genes that have a ≥ twofold increase or a ≥ twofold decrease and *P* ≤ 0.05 with 5% FDR are included in the heatmap. *N* = 6–7 mice/group. The numerical data for RNA levels in individual WT and *Nod2*^−/−^ mice and the fold increase in individual and the average for all *Nod2*^−/−^ mice are shown in Supplementary Table S3.

We performed STRING analysis to predict protein–protein interactions^29^ for differentially expressed genes in *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks compared with similarly treated WT mice. We performed the analysis with all genes that had a fold change of ≥ 2 and 5% FDR and identified 423 interactions that have a combined score of 0.7 or higher (Supplementary Table S4). A combined score of 0.7 to 0.89 is considered high confidence and 0.9 or higher is considered the highest confidence^29^. We focused on the top ten nodes based on the number of predicted interactions. Based on their function, these proteins could be divided into three major groups: proteins involved in cell proliferation, immune responses and inflammation, and metabolism (Fig. 5, marked with a red asterisk and Supplementary Table S5). We further identified KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways that were significantly enriched (5% FDR, *P* ≤ 0.05) in *Nod2*^−/−^ mice (Supplementary Table S6).

**Figure 5:**
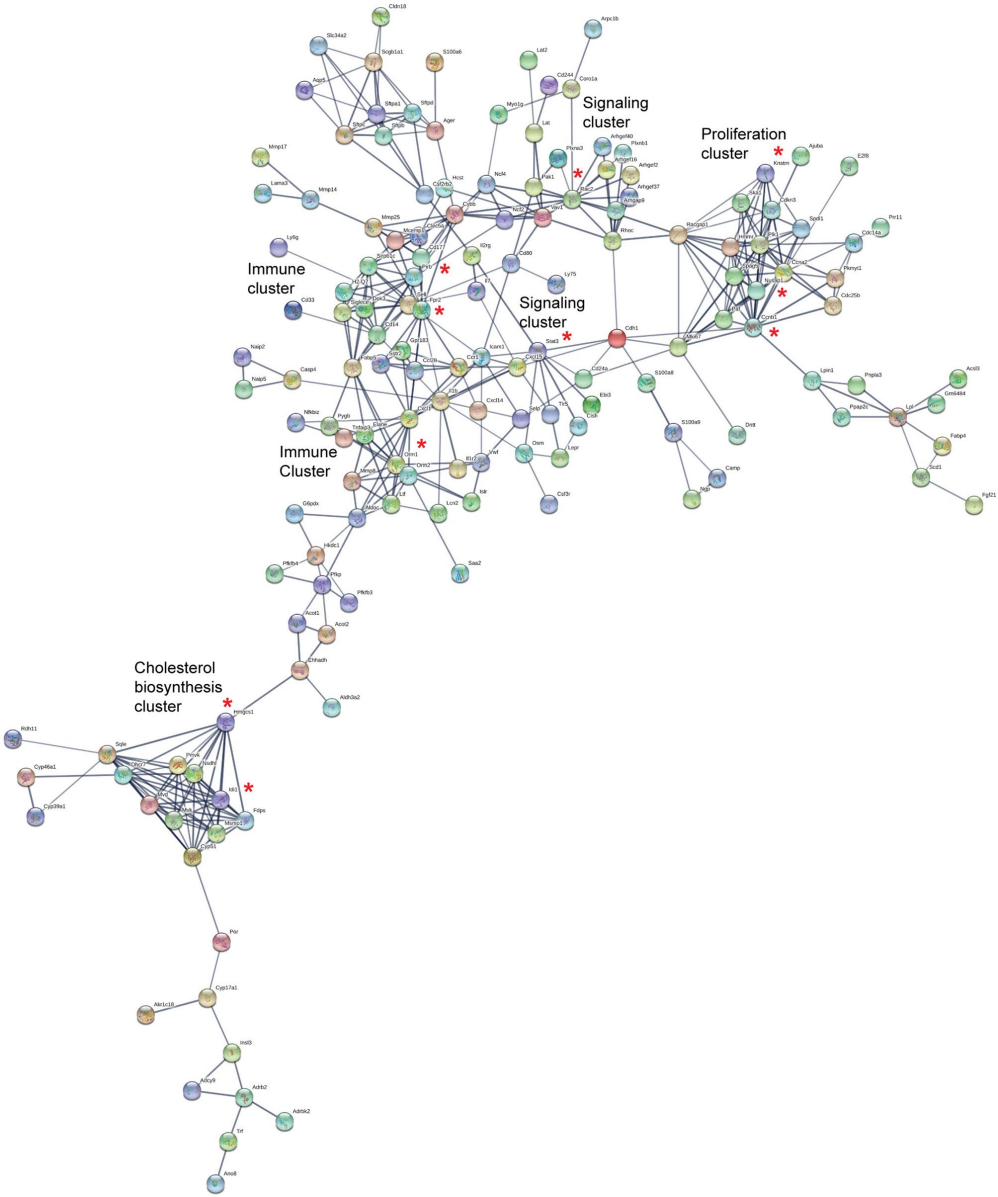
STRING map of predicted protein–protein interactions between differentially expressed genes in *Nod2*^−/−^ DMBA + HFD. Genes that were differentially expressed between WT DMBA + HFD and *Nod2*^−/−^ DMBA + HFD mice were analyzed for protein networks by STRING v11 using the confidence mode. Protein–protein interactions with a combined confidence score of 0.7 or higher are shown and interactions between 5 or fewer proteins are excluded. The interactions between expressed proteins are indicated by the connecting lines and the darker lines represent stronger association compared with the lighter lines. The top ten nodes based on number of interactions are indicated by red asterisk (*) and the top clusters are identified.

Cyclin B1 (Ccnb1), kinetochore localized astrin binding protein (Knstrn), and nucleolar and spindle associated protein 1 (Nusap1) were the top nodes in the cell proliferation group and formed a tight cluster with several other proteins involved in the regulation of the cell cycle or in the assembly of the mitotic spindle (Fig. 5, marked with a red asterisk and Supplementary Table S5). All the proteins in this cluster have increased expression in tumorigenic *Nod2*^−/−^ mice and likely contribute to the increased cell division and growth (Fig. 2 and Supplementary Table S1). 

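The gene expression behind this cluster was taken from the counts for the 18 proteins that the paper's Supplementary Table S5 places in it. In 17 of the 18 genes the mean normalized count was higher in *Nod2*-/- mice than in WT mice, and in 1, *Lpin1*, it was lower. Of the 10 genes that edgeR tested, 9 had an unadjusted p under 0.05 and 1 was past 5% FDR, *Cdc25b*. *Lpin1* and *Cdc25b* are named here after their values were seen. *Cdc25b* (ENSMUSG00000027330.16, chromosome 2, 131186949 to 131198497) had 29.9 ± 10.7 normalized counts (SD, n = 7) in *Nod2*-/- mice and 13.0 ± 2.39 (SD, n = 6) in WT mice (adjusted p = 0.0350 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lpin1* (ENSMUSG00000020593.15, chromosome 12, 16535669 to 16610966) had 1060.3 ± 473 in *Nod2*-/- mice and 2289.8 ± 897 in WT mice (log2 fold change -1.11, adjusted p = 0.0849, edgeR).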

The top nodes in the immune response cluster included formyl peptide receptor (Fpr2), a protein expressed on phagocytic cells that binds formyl peptides, strong neutrophil chemotactic factors; orosomucoid 2 (Orm2), an acute phase response protein; and leukocyte immunoglobulin like receptor B3 (Lilrb3, Pirb), a protein that inhibits activation of leukocytes. These proteins formed two separate but connected clusters with other immune proteins, including, Cd14, Cxcl1, Elane, Ltf, Orm1, and Pirb. 

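For 22 of the 24 genes of the immune cluster in Supplementary Table S5, the mean normalized count was higher in *Nod2*-/- mice, and for *Gpr183* and *Islr*, named here after their values were seen, it was lower. Of the 15 that edgeR tested, 0 were past 5% FDR and 15 had an unadjusted p under 0.05. Among the genes that the paper's text names here, DESeq2's Wald test placed *Fpr2*, *Orm2*, *Cd14* and *Cxcl1* past 5% FDR. Their adjusted p was 0.0199, 0.0154, 0.0186 and 0.0483. DESeq2 did not place *Pirb*, *Orm1*, *Elane* or *Ltf* there. *Cd14* (ENSMUSG00000051439.6, chromosome 18, 36725067 to 36726798), on chromosome 18, had 267 ± 342 normalized counts (SD, n = 7) in *Nod2*-/- mice and 56.8 ± 32.6 (SD, n = 6) in WT mice, a log2 fold change of 2.22 (adjusted p = 0.0793 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that was 1.31 without *Nod2*-/- replicate 7 and was past 5% FDR at 2.56 without WT replicate 3. *Pirb* had a log2 fold change of 1.30, or 0.63 without *Nod2*-/- replicate 7. *Orm1* and *Orm2* lie side by side on chromosome 4 and may share reads. Their log2 fold changes were 1.43 and 3.45 (adjusted p = 0.128 and 0.0923, edgeR), or 0.85 and 1.40 without *Nod2*-/- replicate 7. *Ltf* was below the expression filter and had 141 ± 345 normalized counts in *Nod2*-/- mice and 2.30 ± 2.96 in WT mice (two-sided exact permutation test, n = 7 and 6, p = 0.487). The mean of *Ltf* in the other *Nod2*-/- mice than replicate 7 was 10.9. *Il1r2* had 18.5 and 2.57 normalized counts in the same groups (exact permutation test, p = 0.169), with 97 counts in *Nod2*-/- replicate 7.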

The top nodes in the metabolism cluster were enzymes in cholesterol biosynthesis, 3-hydroxy-3-methylglutaryl-CoA synthase 1 (Hmgcs1), and isopentenyl-diphosphate (Idi1), which connected with several other enzymes in cholesterol biosynthesis to form a tight cluster. These proteins have increased expression in *Nod2*^−/−^ DMBA/HFD mice and likely enhance cholesterol biosynthesis (Fig. 4 and Supplementary Table S3).

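Of the 12 genes of the metabolic cluster in Supplementary Table S5, 11 had a higher and 1, *Ehhadh*, a lower mean normalized count in *Nod2*-/- mice. All 12 were tested and had an unadjusted p under 0.05, and 1, again *Ehhadh*, was past 5% FDR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change of the cluster was 1.39.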

In addition to these three clusters, there were two signaling molecules with high number of interactions, Rac2, a member of the Rac family of GTPases, and Stat3, signal transducer and activator of transcription 3. 

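*Rac2* (ENSMUSG00000033220.6, chromosome 15, 78559167 to 78572783) had 134 ± 133 normalized counts (SD, n = 7) in *Nod2*-/- mice and 59.0 ± 23.3 (SD, n = 6) in WT mice, with 427 in *Nod2*-/- replicate 7 (two-sided exact permutation test, p = 0.122). *Stat3* (ENSMUSG00000004040.16, chromosome 11, 100885098 to 100939540) had 2412 ± 488 in *Nod2*-/- mice and 1899.6 ± 476 in WT mice, a log2 fold change of 0.34 (standard error 0.17, adjusted p = 0.237 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p of *Stat3* was between 0.113 and 0.426.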

The Rac2 and Stat3 pathways are activated during cell proliferation and immune responses. The Rac2 cluster included GTPase activating proteins and guanine nucleotide exchange factors. The Stat3 cluster included Cish, a Stat3 inhibitor and Lepr, Il2rg, and Osm proteins involved in Stat3 activation. 

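*Cish* (ENSMUSG00000032578.7, chromosome 9, 107296026 to 107302784), which codes for an inhibitor of cytokine signaling, had 206 ± 136 normalized counts (SD, n = 7) in *Nod2*-/- mice and 520.3 ± 339 (SD, n = 6) in WT mice, a log2 fold change of -1.34 (standard error 0.51, adjusted p = 0.145 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lepr* (ENSMUSG00000057722.17, chromosome 4, 101717404 to 101815352), the leptin receptor gene, had 142 ± 133 in *Nod2*-/- mice and 43.7 ± 29.4 in WT mice, a log2 fold change of 1.68 (standard error 0.52, adjusted p = 0.0923, edgeR), or 1.08 without *Nod2*-/- replicate 4. *Il2rg* had a log2 fold change of 1.24 (standard error 0.46, adjusted p = 0.134, edgeR). *Osm* (ENSMUSG00000058755.3, chromosome 11, 4236420 to 4241026) was below the expression filter, with at most 1 count in a WT mouse and 6 in a *Nod2*-/- mouse, so no fold is given (two-sided exact permutation test of normalized counts, p = 0.0385). Among the 21 genes that the paper's Supplementary Table S5 assigns to signaling, 19 had a higher mean in *Nod2*-/- mice. By edgeR 19 were tested and 2 (*Arhgef16* and *Icam1*) were past 5% FDR.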

*Nod2*^−/−^ DMBA/HFD mice have reduced expression of *Cish* and increased expression of *Lepr*, *Il2rg*, and *Osm* (Figs. 2, 3), which likely contribute to the increased activation of Stat3 observed in *Nod2*^−/−^ tumorigenic mice (Fig. 6). The KEGG pathways that were significantly enriched in our STRING analysis included cytokine and chemokine signaling, leukocyte migration, steroid biosynthesis, cell cycle, and Jak-Stat signaling (Table S6).

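The genes that Supplementary Table S6 assigns to these KEGG pathways were looked up in the counts. Of the 13 genes of cytokine-cytokine receptor interaction, 8 were tested, 7 of them with higher expression in *Nod2*-/- mice, and 1 (*Cxcl14*) was past 5% FDR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For chemokine signaling 9 of 11 genes were tested and 7 were higher, and 1 (*Cxcl14*) was past 5% FDR. For leukocyte transendothelial migration all 6 tested genes of 7 were higher and 1 (*Icam1*) was past 5% FDR. All 5 steroid biosynthesis genes were higher (median log2 fold change 1.38) and 0 were past 5% FDR, although 5 had an unadjusted p under 0.05 and 5 were past it when adjusted over the list alone. Of 6 cell cycle genes 3 were tested and 2 (*Cdc14a* and *Cdc25b*, named after their values were seen) were past 5% FDR. For JAK-STAT signaling 5 of 6 tested genes were higher (median log2 fold change 1.46) and 0 were past 5% FDR, with 5 at an unadjusted p under 0.05. The paper chose the genes of these pathways on the same samples, so a count adjusted over a pathway alone is not independent evidence.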

**Figure 6:**
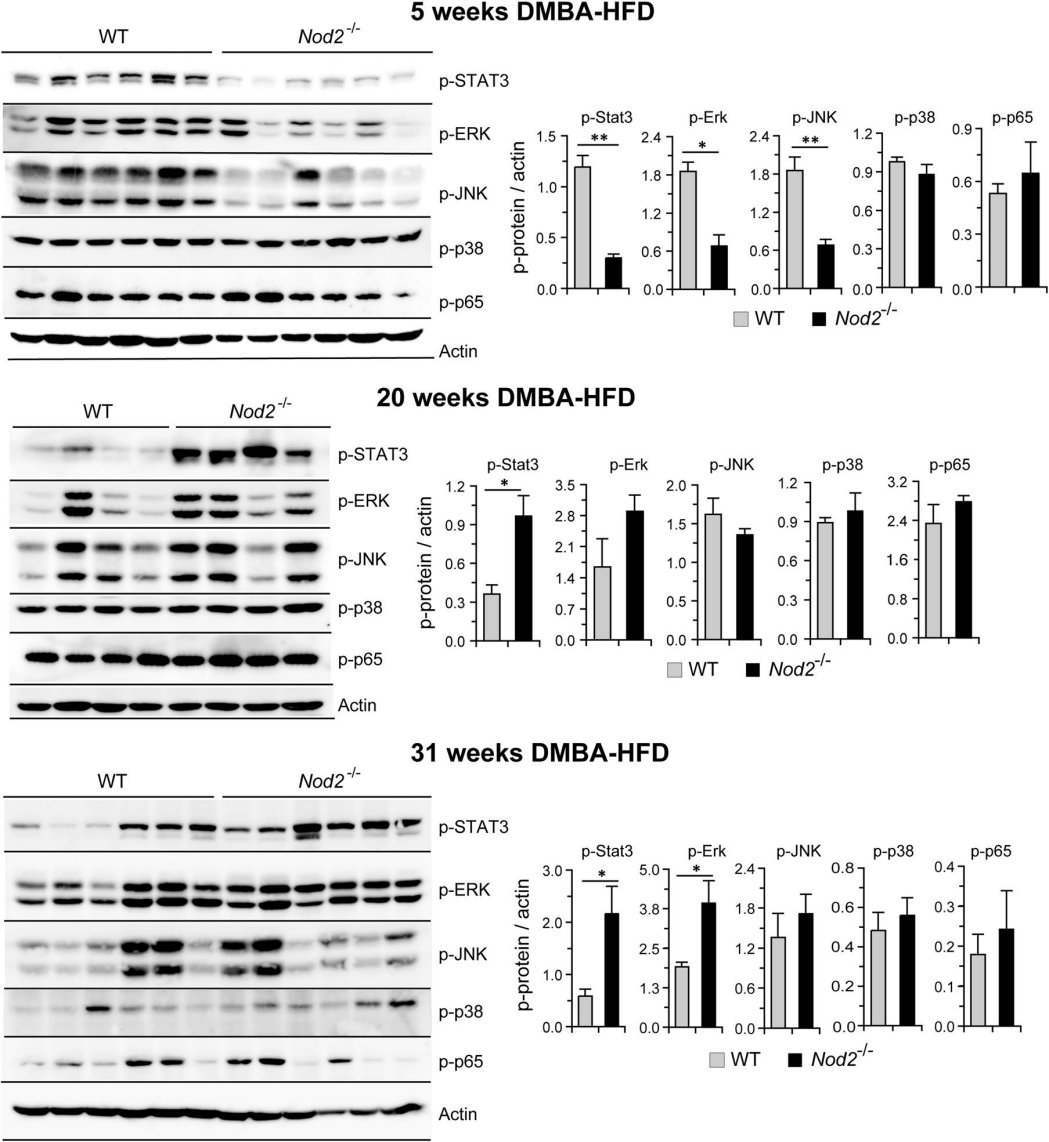
*Nod2*^−/−^ DMBA + HFD mice have increased activation of STAT3 and ERKs. WT and *Nod2*^−/−^ male mice were treated with DMBA and maintained on HFD for 5, 20, or 31 weeks. Liver homogenates were analyzed for activation of signaling molecules using antibodies to p-STAT3, p-ERK, p-JNK, p-p38 and p-p65. Actin was used as a control. Band intensities were measured using ImageJ, ratio of phosphorylated protein to actin was calculated and the fold change in *Nod2*^−/−^ mice over WT mice was determined. The mean fold change ± SEM is graphed. *N* = 4–6 mice/group. Significance of difference by *t-test* for *Nod2*^−/−^ *versus* WT, *P ≤ 0.05, **P ≤ 0.01.

Thus, our data demonstrate that the increased malignancy in the liver of *Nod2*^−/−^ male mice treated with DMBA and maintained on HFD for 31 weeks, compared with WT mice, is accompanied by changes in gene expression that promote cell division, immune responses, and cholesterol biosynthesis. 

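The paper reasons from the differentially expressed genes as follows. It sorts the genes with at least a 2-fold change into those of cell proliferation and adhesion, of immune responses and of metabolism, and it states that most of the altered genes of the first group are increased in *Nod2*-/- mice and that most of the increased immune genes act in neutrophils and monocytes. From its upstream regulators it gives a prediction of increased cholesterol biosynthesis, and it sorts the main nodes of its protein network into cell proliferation, immune responses and metabolism. From its data it concludes that the increased malignancy in *Nod2*-/- mice is accompanied by these changes in gene expression. In the counts, 28, 7 and 13 genes of Supplementary Tables S1, S2 and S3 were past 5% FDR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, the paper's tool, placed 107, 63 and 58 genes of these tables past it, edgeR without WT replicate 3 placed 89, 32 and 59, and edgeR without WT replicate 1 placed 9, 2 and 4.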

Our bioinformatic analyses confirm our molecular and IPA results and demonstrate that the pathways enriched in *Nod2*^−/−^ mice are predominantly involved in immune responses, cell proliferation, and steroid biosynthesis. These findings are also consistent with the changes observed during the development of hepatocellular carcinoma in other studies^5–7^.

### Development of obesity-dependent liver tumors in *Nod2*^−/−^ mice is associated with increased activation of the STAT3 and ERK pathways

We next determined the activation of the signaling molecules STAT3, MAPKs (ERK, JNK and p38), and NF-κB, in *Nod2*^−/−^ tumorigenic mice. We selected these signaling pathways because our gene expression and bioinformatic analyses indicate that STAT3 and MAPKs are activated in *Nod2*^−/−^ tumorigenic mice. Furthermore, these three pathways play a critical role in inflammation, proliferation, and the development of many different cancers, and are activated in *Nod2*^−/−^ mice with colorectal cancer^23^. We compared WT and *Nod2*^−/−^ male mice treated with DMBA and maintained on HFD for different times, 5, 20, or 31 weeks, to identify changes in these pathways during the early and late stages of tumorigenesis. We demonstrate that in the liver of *Nod2*^−/−^ mice compared with WT mice phosphorylation (used as a measure of activation) of STAT3 (p-STAT3) was significantly lower at 5 weeks of HFD but significantly higher at 20 and 31 weeks of HFD (Fig. 6). *Nod2*^−/−^ mice had lower level of phosphorylated ERKs (p-ERK) at 5 weeks, no difference at 20 weeks, and higher level of phosphorylated ERK at 31 weeks compared with WT mice (Fig. 6). *Nod2*^−/−^ mice also had lower levels of phosphorylated JNK (p-JNK) at 5 weeks, and there was no difference at 20 or 31 weeks of HFD compared with WT mice. There was no difference in the levels of phosphorylated p38 (p-p38) or NF-κB (p-p65) between WT and *Nod2*^−/−^ mice at any of the time points (Fig. 6). Thus, our data indicate that increased tumorigenesis in *Nod2*^−/−^ mice is associated with decreased activation of STAT3, ERK, and JNK during the early stages but increased activation of STAT3 and ERK during the later stages of tumor development.

### Development of obesity-dependent liver cancer in *Nod2*^−/−^ mice is associated with an increase in immune cells in blood and liver

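In a list of 24 acute phase genes, which the liver expresses in response to inflammation, all 24 were tested and 23 were higher in *Nod2*-/- mice (median log2 fold change 0.91, adjusted p = 1.92e-05 by camera). By edgeR none was past 5% FDR over all genes, and 15 had an unadjusted p under 0.05. When adjusted over the list alone 10 were past 5% FDR, which is not independent evidence for the 5 in the paper's tables. DESeq2's Wald test placed *Saa2* and *Orm2* of this list past 5% FDR over all genes (adjusted p = 0.00350 and 0.0154), and not *Orm1*. The list's mean log2 CPM was 8.70 ± 0.93 (SD, n = 7) in *Nod2*-/- mice and 7.86 ± 0.43 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.0676, or 0.109 adjusted over 21 lists). The difference fell from 0.84 to 0.59 without *Nod2*-/- replicate 7. *Saa2*, *Orm1* and *Orm2* of this list have paralogs that may share their reads.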

Our gene expression data demonstrate increased expression of immune-related genes and our bioinformatic analyses predict enhanced immune and inflammatory pathways in the tumorigenic liver of *Nod2*^−/−^ mice. Furthermore, *Nod2* is directly involved in innate immune responses, indirectly regulates adaptive immune responses, and we have previously demonstrated that the development of obesity in *Nod2*^−/−^ mice on HFD is accompanied by a strong immune response in the liver and adipose tissue^15^. Thus, we next determined changes in the number of different immune cells in WT and *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 5, 20, or 31 weeks or maintained on chow (Ctr). We determined numbers of neutrophils, macrophages and T-cells in the liver, blood, spleen, and bone marrow by flow cytometry. All samples were first gated on CD45^+^ followed by gating for singlets and then viable cells were selected for further analysis (gating strategy is shown in Supplementary Fig. S2).

In the blood, *Nod2*^−/−^ mice had significantly higher number of CD45^+^CD11b^+^ cells compared with WT mice at 31 weeks of HFD but not at 5 or 20 weeks or in control mice (Fig. 7). CD11b (integrin alpha M, ITGAM) is expressed on the surface of many leukocytes, including monocytes, neutrophils, and dendritic cells, and our results suggest that one or more of these cell populations are increased in the blood of *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks. We also demonstrated that *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks had significantly increased numbers of neutrophils (CD45^+^CD11b^+^Ly6g^+^) and inflammatory monocytes (CD45^+^CD11b^+^Ly6c^++^) compared with similarly treated WT mice (Fig. 7). *Nod2*^−/−^ mice also had significantly increased numbers of CD3^+^CD4^+^ T cells after 20 and 31 weeks of HFD. There was no difference in the numbers of neutrophils, monocytes, or T cells between WT and *Nod2*^−/−^ control mice.

**Figure 7:**
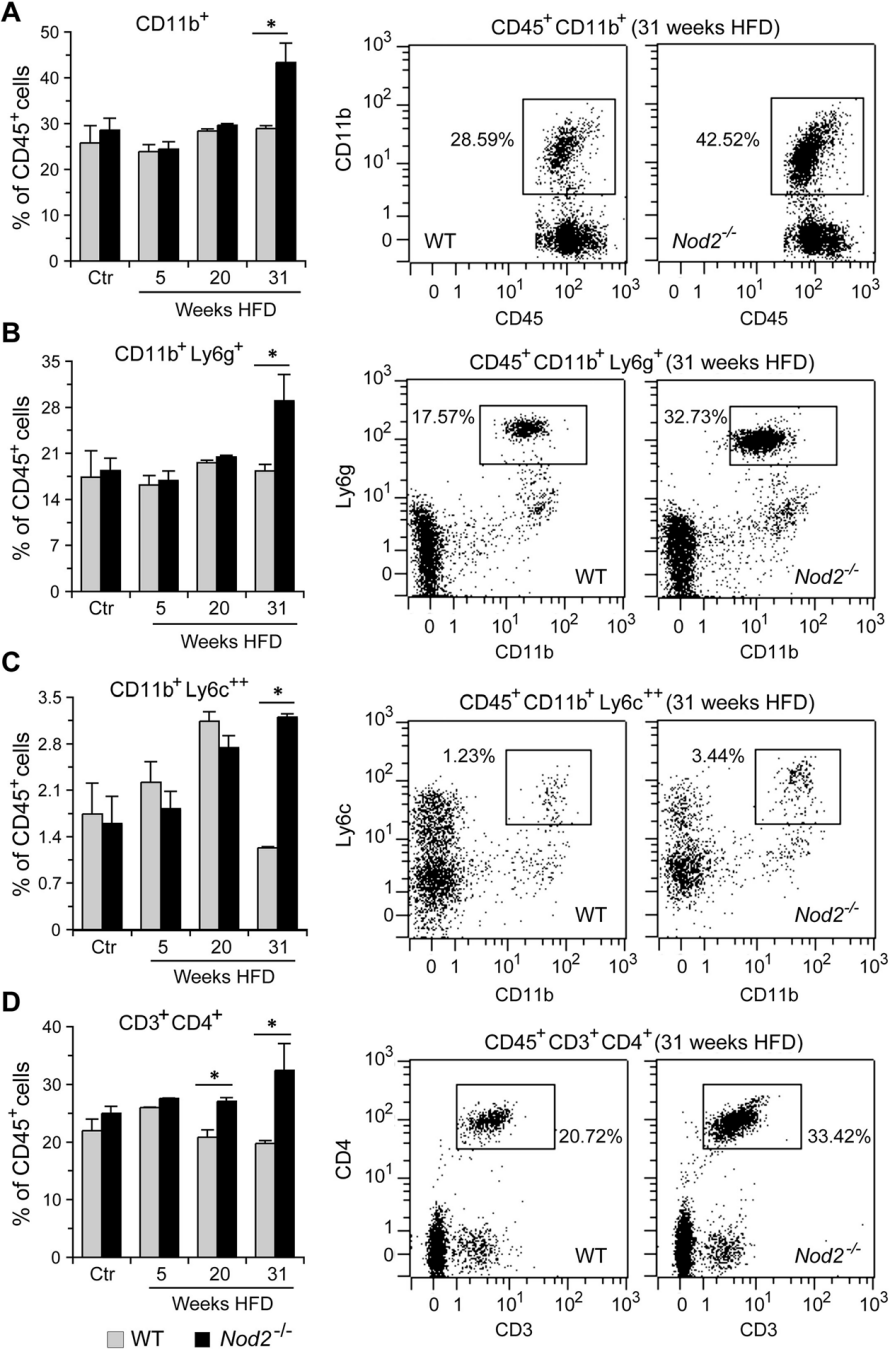
*Nod2*^−/−^ DMBA + HFD mice have increased numbers of neutrophils, inflammatory macrophages, and CD4^+^ T cells in the blood. WT and *Nod2*^−/−^ male mice were treated with DMBA and maintained on HFD for 5, 20, or 31 weeks or on chow for control mice (Ctr). At each time point blood cells were stained with fluorochrome labelled antibodies to CD45, CD11b, Ly6g, Ly6c, CD3, and CD4. Propidium iodide was added before measurement to exclude dead cells. The initial gating strategy included CD45^+^ → singlets → live cells. Viable cells were further gated for (**A**) CD11b^+^, (**B**) CD11b^+^Ly6g^+^, (**C**) CD11b^+^Ly6c^++^, and (**D**) CD3^+^CD4^+^. Mean percent of CD45^+^ cells ± SEM is shown in the left panel and representative dot plots in the right panel. *N* = 5–9 mice/group. Significance of difference was calculated by *t-test* for *Nod2*^−/−^ *versus* WT, *P ≤ 0.05.

In the liver, *Nod2*^−/−^ mice had significantly higher numbers of CD45^+^CD11b^+^ cells compared with WT mice at 31 weeks of HFD but not at 5 or 20 weeks or in control mice (Fig. 8). Neutrophils (CD45^+^CD11b^+^Ly6g^+^) were significantly higher in *Nod2*^−/−^ mice at all time points as well as in the control mice. However, the total number of neutrophils and the fold increase compared with WT mice for the same group was higher at 31 weeks than at the other time points or in the control mice (control = 1.4, 5 weeks = 1.5, 20 weeks = 1.5, and 31 weeks = 3.1). Inflammatory monocytes (CD45^+^CD11b^+^Ly6c^++^) were significantly higher in the liver of *Nod2*^−/−^ mice at 31 weeks but not at 5 or 20 weeks or in the control mice compared with similarly treated WT mice (Fig. 8). In contrast to neutrophils and monocytes, CD3^+^CD4^+^ T cells increased early and were significantly higher in the liver of *Nod2*^−/−^ mice at 5 and 20 weeks but not at 31 weeks or in the control mice (Fig. 8).

**Figure 8:**
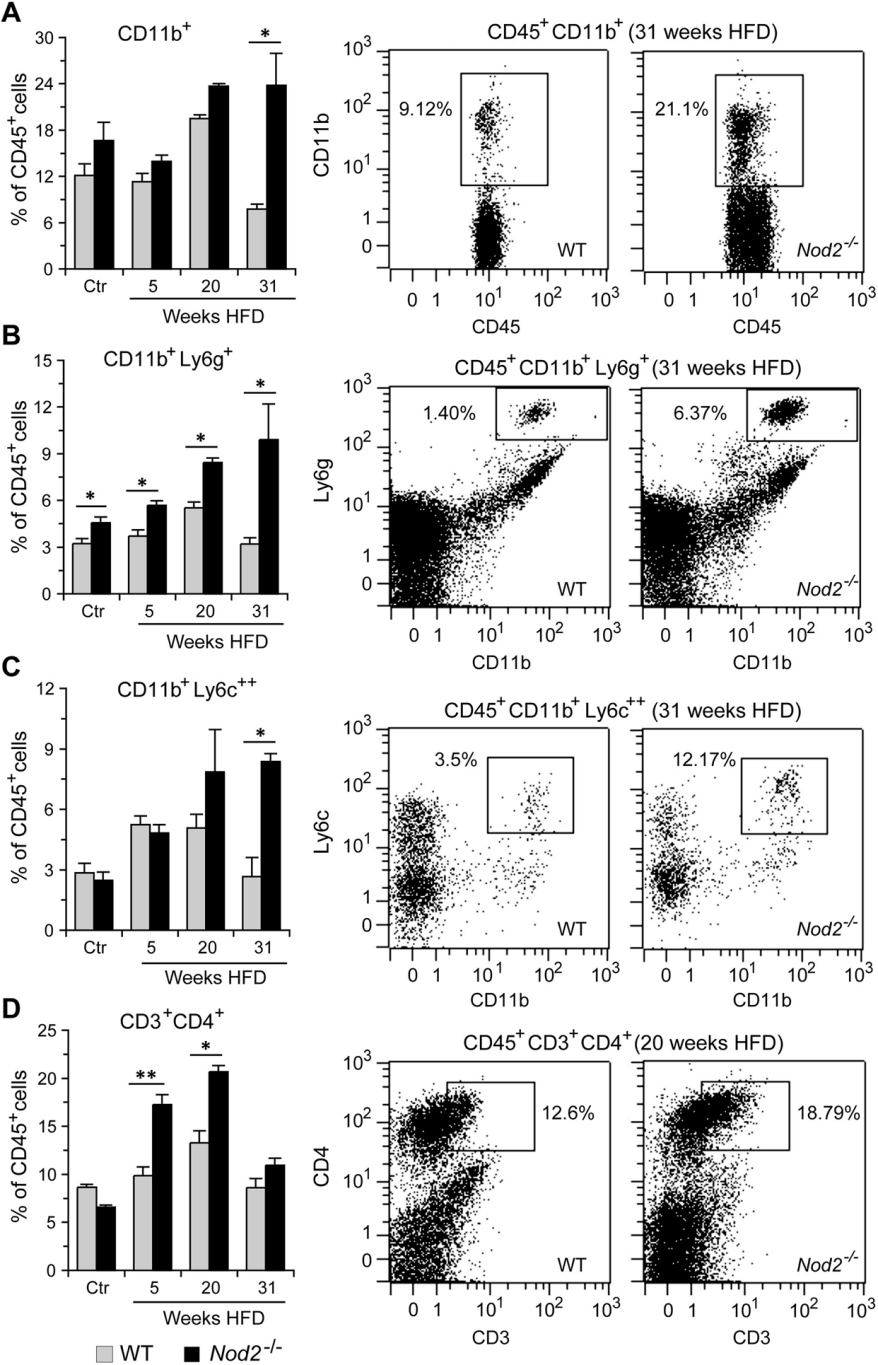
*Nod2*^−/−^ DMBA + HFD mice have increased numbers of neutrophils, inflammatory macrophages, and CD4^+^ T cells in the liver. WT and *Nod2*^−/−^ male mice were treated with DMBA and maintained on HFD for 5, 20, or 31 weeks or on chow for control mice (Ctr). Cells were stained with fluorochrome labelled antibodies to CD45, CD11b, Ly6g, Ly6c, CD3, and CD4. Propidium iodide was added before measurement to exclude dead cells. The initial gating strategy included CD45^+^ → singlets → live cells. Viable cells were further gated for (**A**) CD11b^+^, (**B**) CD11b^+^Ly6g^+^, (**C**) CD11b^+^Ly6c^++^, and (**D**) CD3^+^CD4^+^. Mean percent of CD45^+^ cells ± SEM is shown in the left panel and representative dot plots in the right panel. *N* = 5–9 mice/group. Significance of difference was calculated by *t-test* for *Nod2*^−/−^ versus WT, *P ≤ 0.05, **P ≤ 0.01.

In the spleen, *Nod2*^−/−^ mice had significantly higher numbers of neutrophils at 31 weeks of HFD and CD4^+^ T cells at both 20 and 31 weeks of HFD compared with WT mice (Supplementary Fig. S3A). In the bone marrow, *Nod2*^−/−^ mice had a small but significantly higher number of CD45^+^CD11b^+^ cells and neutrophils at 31 weeks of HFD compared with WT mice (Supplementary Fig. S3B). There was no difference in the numbers of splenic and bone marrow neutrophils or monocytes, or splenic T cells between WT and *Nod2*^−/−^ control mice (Ctr).

We next determined changes in the expression of several immune related genes at different time points. WT and *Nod2*^−/−^ mice were treated with DMBA and maintained on HFD for 5 or 20 weeks or maintained on chow without DMBA treatment, and liver RNA was analyzed by qRT-PCR. *Nod2*^−/−^ mice had significantly increased expression of proinflammatory genes *Ccr1*, *Mmp9*, and *Osm* starting at 5 (Supplementary Fig. S4) and continuing at 31 weeks (Fig. 3 and Supplementary Table S2) of HFD. 

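At 31 weeks, *Ccr1* (ENSMUSG00000025804.5, chromosome 9, 123962124 to 123968692) had 28.2 ± 41.2 normalized counts (SD, n = 7) in *Nod2*-/- mice and 4.55 ± 1.78 (SD, n = 6) in WT mice (two-sided exact permutation test, p = 0.0460), and *Nod2*-/- replicate 7 had 121 normalized counts. *Mmp9* (ENSMUSG00000017737.2, chromosome 2, 164940780 to 164955850) had 37.7 ± 82.8 in *Nod2*-/- mice and 1.68 ± 1.62 in WT mice (two-sided exact permutation test, p = 0.308), and the mean of *Nod2*-/- replicates 1 to 6 was 6.41. *Osm* had 2.17 ± 2.10 in *Nod2*-/- mice and 0.183 ± 0.448 in WT mice, close to the limit of detection at this depth. All 3 genes were below edgeR's expression filter. DESeq2's Wald test placed *Ccr1* past 5% FDR (log2 fold change 2.60, adjusted p = 0.00802), and not *Mmp9* or *Osm*. The samples taken at 5 weeks were not analysed here.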

Ccr1 is a chemokine receptor on monocytes and neutrophils and likely contributes to the increased numbers of these cells in the *Nod2*^−/−^ tumorigenic mice (Figs. 7, 8). Osm is a cytokine in the IL6 family and an activator of STAT3 and may contribute to its increased activation in *Nod2*^−/−^ mice (Fig. 6). 

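In the livers sequenced at 31 weeks, *Il1b* (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) had 57.6 ± 64.0 normalized counts (SD, n = 7) in *Nod2*-/- mice and 21.5 ± 7.90 (SD, n = 6) in WT mice, a log2 fold change of 1.41 (standard error 0.55, adjusted p = 0.147 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nod2*-/- replicate 7 had 199 normalized counts, and without it the log2 fold change was 0.66. Over the alternatives the adjusted p was between 0.0678 and 0.334.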

*Nod2*^−/−^ mice had significantly increased expression of *Il1b* at 20 weeks (Supplementary Fig. S4) and at 31 weeks (Fig. 3 and Table S2) but not at 5 weeks of HFD. IL1β is a cytokine produced by activated macrophages and increased expression of *Il1b* likely contributes to increased inflammation and cell proliferation in *Nod2*^−/−^ tumorigenic mice. 

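At 31 weeks, *Il6* (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981) had 0, 1, 2, 1, 0 and 0 counts in WT replicates 1 to 6 and 0, 0, 1, 0, 1, 0 and 2 in *Nod2*-/- replicates 1 to 7. A difference was not detectable at this depth (two-sided exact permutation test of normalized counts, p = 0.816).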

Increased expression of the cytokine *Il6* is often observed in many different tumors, however, there was no difference in the expression of *Il6* at any time point in tumorigenic *Nod2*^−/−^ mice. 

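*Ngp* (ENSMUSG00000032484.8, chromosome 9, 110419747 to 110423012), which codes for a protein of neutrophil granules, had 197 ± 474 normalized counts (SD, n = 7) in *Nod2*-/- mice and 2.44 ± 2.23 (SD, n = 6) in WT mice at 31 weeks (two-sided exact permutation test, p = 0.464). DESeq2's Wald test placed *Ngp* past 5% FDR, at a log2 fold change of 2.70 (adjusted p = 0.00975). The *Ngp* count in *Nod2*-/- replicate 7 was 1297, and the mean of *Nod2*-/- replicates 1 to 6 was 18.1 normalized counts. Of the 7 *Nod2*-/- mice, 5 lay above all WT mice.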

*Ngp* (neutrophil granule protein), a marker for neutrophils, was significantly increased at 20 weeks (Supplementary Fig. 4) and at 31 weeks (Fig. 3 and Supplementary Table S2) and correlates with the increase in neutrophils in *Nod2*^−/−^ mice (Figs. 7, 8). *Il1r2* codes for a decoy receptor that inhibits the activity of Il1α and Il1β and was significantly increased at the earlier time point but not at 20 weeks (Supplementary Fig. 4). These results further correlate with the decreased activation of signaling molecules at earlier, but enhanced at later time points in *Nod2*^−/−^ mice (Fig. 6).

Altogether, these data demonstrate that the development of HFD-dependent liver tumors in *Nod2*^−/−^ mice is associated with an early lower, but later elevated immune response. The elevated immune response included increased numbers of neutrophils, monocytes, and CD3^+^CD4^+^ T cells in the tumorigenic liver.

## Discussion

We and others have previously demonstrated that the bacterial sensor and innate immunity molecule *Nod2* protects from diet-induced obesity, steatosis, and low-level inflammation^14,15^. These pathologies are risk factors for hepatocellular carcinoma, however, the role of *Nod2* in obesity-associated liver malignancy was not known. In this study, we have identified a novel role for *Nod2* and demonstrate that *Nod2* protects mice from obesity-associated hepatic carcinogenesis. Our results further characterize the molecular mechanisms of *Nod2*-dependent protection from tumorigenesis.

Here we demonstrate that *Nod2*^−/−^ mice treated with the carcinogen DMBA and maintained on HFD for 31 weeks gain more weight and develop more hepatic tumors than similarly treated WT mice. Both, the number and size of tumors in *Nod2*^−/−^ mice were significantly increased. The development of tumors in *Nod2*^−/−^ mice requires both HFD and a carcinogen, as mice maintained on HFD but not treated with a carcinogen and mice treated with carcinogen but maintained on chow did not develop tumors. Furthermore, gender plays a role in susceptibility to malignancy; male *Nod2*^−/−^ mice were significantly more sensitive than female *Nod2*^−/−^ mice to the DMBA + HFD-induced hepatic tumors, however, both males and females are susceptible to diet-dependent obesity compared with WT male and female mice respectively. These results correlate with the gender differences observed in humans; double the number of men die from liver cancer compared with women (American Cancer Society), however, the mechanism behind this difference is not understood.

We demonstrate that *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks had altered expression of genes in pathways associated with the development of cancer, liver hyperplasia, liver carcinoma, liver steatosis, hepatocellular carcinoma, inflammation, and cholesterol biosynthesis. We analyzed the gene expression data for changes in GO pathways and identified increased expression of genes involved in cell division, immune responses, and lipid metabolism. Similar molecular changes have been identified as core transcriptional hallmarks of hepatocellular carcinoma^7^. Our STRING analysis confirmed an enrichment of pathways involved in immune responses, cell cycle, cholesterol biosynthesis, and carcinogenesis in tumorigenic liver of *Nod2*^−/−^ mice, and we also predicted specific protein–protein interactions in these pathways. We further demonstrate that during the later stages of tumor development in *Nod2*^−/−^ mice, STAT3 and ERK are activated, and there are increased numbers of neutrophils, inflammatory monocytes, and CD4^+^ T cells in the blood and liver. However, during the earlier stages there is decreased activation of STAT3 and MAPK in *Nod2*^−/−^ mice compared with WT mice. These results suggest that during the early stages of tumorigenesis *Nod2* is required for the activation of these signaling pathways, however, at later stages of tumorigenesis *Nod2* is required for suppressing the activation of these pathways. These changes may be direct or indirect effects of *Nod2*. Our data further suggest that before tumors appear *Nod2* is primarily responsible for the changes in the signaling pathways and differences in immune cell infiltration, and once tumors appear, both *Nod2* and tumors could be responsible for the modulation of these responses.

Altogether, our results demonstrate that *Nod2* protects from liver malignancy by maintaining optimal levels of cell growth and division, immune responses, and lipid metabolism, and that in the absence of *Nod2* and exposure to a carcinogen, combined with long-term HFD, many of these critical pathways are enhanced and *Nod2*^−/−^ mice become susceptible to liver tumorigenesis.

The relevance of *Nod2* to inflammatory diseases, primarily inflammatory bowel disease (IBD), was demonstrated almost two decades ago^17,18^ and have been followed by numerous studies^11,12^, but the mechanism of the effect of *Nod2* on colitis remains obscure. Polymorphisms in *Nod2* are also linked to colorectal cancer^19–21^, and in experimental models, *Nod2*-deficiency was shown to enhance sensitivity to colorectal cancer with hyperinflammation in the gut^22,23^. Additionally, we and others have demonstrated a novel role for *Nod2* in metabolic dysfunction. In experimental models, *Nod2* deficiency is associated with increased sensitivity to diet-dependent obesity, steatosis, and hepatic and adipose tissue inflammation^14,15^. These results further demonstrate that *Nod2* deficiency combined with different kinds of stress (infection or high fat diet) results in increased inflammation and other diseases including obesity and cancer. However, the mechanism of *Nod2*-mediated pathology remains poorly understood and controversial. Activation of Nod2 results in increased production of inflammatory molecules and anti-microbial peptides^8,9^. The *Nod2* mutations associated with IBD are mainly missense^17,18,30^, which would suggest decreased inflammation in these patients. However, IBD patients have increased inflammation in the colon^31^.

One proposed explanation for increased inflammation associated with *Nod2* deficiency is that Nod2 suppresses signaling through TLRs, which are major contributors to inflammation. In the absence of *Nod2*, TLR activation is unchecked, which results in hyperinflammation. This hypothesis is supported by several studies, which demonstrate that Nod2 inhibits TLR-mediated activation of immune cells and cytokine production^32–34^ and increased intestinal permeability^35^. A recent study demonstrates that *Nod2*, in a colorectal cancer model, induces activation of NF-κB and MAPKs during the early stages of tumorigenesis, yet suppresses TLR-mediated activation of these signaling molecules during the later stages^23^. Our previous and current results demonstrate that the development of obesity and diet-dependent hepatic malignancy in *Nod2*^−/−^ mice is accompanied by increased expression of many immune response genes in the liver and adipose tissue. Here, we demonstrate that *Nod2*^−/−^ mice with hepatic tumors have enhanced molecular and cellular signals in inflammatory pathways. These mice have increased expression of many genes involved in the immune responses in the liver, increased numbers of neutrophils, monocytes, and CD4^+^ T cells in the liver and blood, and increased activation of STAT3 and ERKs in the liver. Thus, one likely explanation for our results is that the development of hyperinflammation in *Nod2*^−/−^ mice maintained on HFD or treated with DMBA and HFD is due to the loss of Nod2-mediated suppression of inflammation, possibly triggered by TLR signaling.

A second parallel mechanism that may contribute to the development of diet-dependent obesity and hepatic malignancy in *Nod2*^−/−^ mice may be the recently described Nod2-mediated activation of AMPK^24^. In that study, the authors demonstrate a novel role for Nod2 in protecting from *N*-nitrosodiethylamine/carbon tetrachloride-induced hepatocarcinogenesis^24^. Using hepatic tumor cell lines, they further demonstrated that Nod2 binds to and activates AMPK signaling, which inhibits mTORC1 resulting in an anti-tumor effect^24^. However, these in vitro results have not been confirmed in vivo. AMPK is a master regulator of metabolism, regulates cell proliferation, and activation of AMPK in the liver reduces liver steatosis and inflammation^36,37^. Thus, one likely explanation for our data demonstrating the development of HFD-dependent hyperlipidemia, steatosis, and inflammation in *Nod2*^−/−^ mice could be due the loss of Nod2-mediated activation of AMPK. Currently, our data only indirectly support these hypotheses and will be confirmed in future.

Nod2 has multiple direct and indirect effects in the body, including modulation of the immune systems, metabolism, and the gut microbiota, and it is likely that multiple mechanisms influence the development of liver tumorigenesis in our current model. In our previous work, we have demonstrated that *Nod2*^−/−^ mice are more susceptible than WT mice to diet-dependent obesity and metabolic disease, and that this susceptibility was in part due the *Nod2*^−/−^ HFD microbiome (15). Thus, it is possible that both the microbiota and metabolic disease contribute to the development of hepatic malignancy, which we will investigate in the future. However, all the observed changes in tumorigenic *Nod2*^−/−^ mice are due to the deficiency of only one gene—*Nod2*, but there may be multiple downstream pathways affected. We have taken precautions in breeding and maintaining our mice (described in the Methods section) to avoid random differences in the environment and the microbiome that may influence disease development.

In conclusion, we have demonstrated that the pattern recognition receptor *Nod2* protects from hepatic malignancy by maintaining optimal levels of cell proliferation, immune responses, and steroid metabolism. These results further support the increasing evidence that *Nod2* possess other functions in addition to the immune responses to bacterial peptidoglycan and that *Nod2* is required for maintaining cellular homeostasis in response to different stresses.

## Materials and methods

### Mice, induction of hepatic tumors, and histopathology

*Nod2*^−/−^ mice on BALB/c background were described previously and deletion of the *Nod2* genes was confirmed by PCR analysis of genomic DNA^15,38,39^. The original founder WT BALB/c mice were obtained from Harlan–Sprague–Dawly. All WT and *Nod2*^−/−^ mice were bred and kept under conventional pathogen-free conditions in the same room in our facility to minimize the influence of differences in the environment. For each experiment, mice from several different cages and breeder pairs were used. Some investigators use homozygous knockout and WT littermates from heterozygous breeding pairs to minimize parent-to-parent and cage-to-cage variations and equalize the microbiomes. We do not use this strategy for two reasons: first, this strategy may skew the results to the particular microbiota present only in this breeding pair. Second and most importantly, we noticed that the effect of innate immunity genes on the composition of microbiota is not instantaneous, but takes time, and stabilization of microbiota characteristic of a given knockout may take more than one generation. We consciously did not want to eliminate or minimize the role of microbiota in our experiments, because the effect of Nod2 on microbiota composition could be one of the possible mechanisms responsible for the observed increased incidence of tumors, which will be determined in the future. The BALB/c background of knockout mice and their negative status for all common viral and bacterial pathogens and parasites (including negative PCR stool tests for mouse Norovirus) were confirmed as previously described^38^. All experiments with mice were approved by the Indiana University School of Medicine-Northwest Institutional Animal Care and Use Committee. All animal work was performed in accordance with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines and regulations.

WT and *Nod2*^−/−^ 4–5 day old pups were treated with 50 µl of 0.5% DMBA, which was applied on their backs^26^ and after 3 days, nursing mothers and pups were placed on HFD (Research Diets, fat 60 kcal%, D12492) for the entire length of the experiment. Mice were placed on HFD diet for 5, 20, or 31 weeks. Control mice were treated with DMBA and maintained on chow for the length of the experiment (up to 35 weeks) or were not treated with DMBA and placed on HFD for the length of the experiment. The pups were weaned at 4 weeks of age and female and male mice were kept in separate cages. Mice were weighed every other week. At the time of sacrifice, tumors were measured using Mitutoyo Vernier caliper for height, weight, and length. In cases when the height of the tumor could not be measured the smallest measurement was taken as the height. The formula V = (π.W.H.L)/6 was used to calculate the volume of each tumor. Blood, liver, spleen, and bone marrow was collected for biochemical and molecular assays. Wherever possible tumor samples were collected separately. Liver samples from WT and *Nod2*^−/−^ mice treated with DMBA and maintained on HFD for 31 weeks were fixed in 10% buffered formalin, embedded in paraffin, sectioned, and stained with hematoxylin and eosin^15^.

### RNA extraction, sequencing, qRT-PCR, and data processing

For identification of genes that were differentially expressed between *Nod2*^−/−^ and WT mice treated with DMBA and maintained on HFD for 31 weeks, we analyzed the total RNA population in the liver by RNA sequencing. RNA was isolated from the liver of individual mice using the TRIZOL method (InVitrogen), followed by purification on RNeasy spin columns using the Qiagen RNeasy Mini Kit^15,40^. RNA sequencing and initial analysis were performed at the Center for Genomics and Bioinformatics, Indiana University Bloomington. Reads were adapter trimmed and quality filtered using Trimmomatic ver. 0.33 (http://www.usadellab.org/cms/?page=trimmomatic), with the cutoff threshold for average base quality score set at 20 over a window of 3 bases. Reads shorter than 20 bases post-trimming were excluded. More than 98% of the reads (on average 22.8 million read pairs per library) passed the quality filters. Cleaned reads were mapped to mouse reference genome GRCm38 (gencode M16), using TopHat2 ver. 2.1.1 (https://doi.org/10.1186/gb-2013-14-4-r36). Approximately 94.7% of the total cleaned reads mapped to the reference and more than 95.5% of those mapped uniquely. RNA sequencing data will be deposited in NCBI.

Differential expression with statistical analysis was calculated using the software DESeq2^15,41^. The fold change was computed for *Nod2*^−/−^ DMBA + HFD with respect to WT DMBA + HFD and genes that had a fold change of ≥ 2 (increased and decreased) and *P* ≤ 0.05 and with a 5% FDR were considered as biologically and significantly different between the 2 groups. Gene products identified as differentially expressed were analyzed to identify biological processes that were altered between the two groups of mice.

To identify genes that were differentially expressed between *Nod2*^−/−^ and WT mice at earlier time points (treated with DMBA and maintained on HFD for 5 or 20 weeks) and between control mice (not treated with DMBA and maintained on chow) we performed qRT-PCR. Total RNA was isolated, converted to cDNA using Applied Biosystems™ High Capacity cDNA Reverse Transcription Kit and real-time PCR was performed using Applied Biosystems™ PowerUp™ SYBR™ Green Master Mix and the Applied Biosystems™ QuantStudio 7 Flex Real-Time PCR system^42,43^. All primers used are listed in Table S7.

### Network analysis of differentially expressed genes

Protein–protein interactions amongst the differentially expressed genes were predicted using Search Tool for the Retrieval of Interacting Genes (STRING) software v11.0 (http://string-db.org)^29^ with the combined score set at ≥ 0.7. STRING uses genomic context information text mining, experimental data, and database searches as sources for interaction criteria^29^.

### Western blots

Liver samples were homogenized in RIPA buffer with 1X protease inhibitor cocktail (P8340, Sigma-Aldrich), 1 mM sodium orthovanadate, and 10 mM sodium fluoride. Tissue debris was removed by centrifugation at 20,000×*g* for 45 min, 4 °C. 40 µg of each protein sample was mixed with 4X sample buffer and kept at 95 °C for 5 min. Samples were centrifuged at 3000×*g*, 1 min, at 4 °C. Proteins were separated on a 10% SDS-PAGE gel at 50 V until the samples reached the separating gel and 100 V after that. Protein samples were transferred to 0.45 µm PVDF membrane at 100 V for 1 h. The membrane was blocked with 5% nonfat dry milk in TBST for 1 h at room temperature and incubated with the primary antibody in blocking solution overnight with constant shaking at 4 °C. The membrane was washed with TBST 4 times for 5 min each, incubated with the secondary antibody, washed with TBST 4X for 5 min each and then developed with the SuperSignal™ West Pico Plus Chemiluminescent or SuperSignal™ West Femto Maximum Sensitivity Substrate. The chemiluminescent signal was captured using GE ImageQuant LAS 4000 and band intensities were measured using ImageJ. All original blots and multiple exposures for some blots are shown in Supplementary Fig. S5. All antibodies were from Cell Signaling Technology. All primary antibodies were rabbit monoclonal and were used at 1:1000 dilution: phospho-NF-κB p65 (Ser536, Cat. # 3033), phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204, Cat. # 4370), phospho-STAT3 (Tyr705, Cat. # 9145), phospho-p38 MAPK (Thr180/Tyr182, Cat. # 4511), β-Actin (Cat. # 4970). Anti-rabbit IgG, HRP-linked secondary antibody (Cat. # 7074) was used at 1:2000 dilution.

### Flow cytometry for immune cells from the blood, liver, spleen, bone marrow

Mice were sacrificed, blood was collected in EDTA-coated tubes, EDTA was added to a final concentration of 1.5 mg/ml, and 8 µl was used for the flow staining (Miltenyi protocol). The liver was perfused through the inferior vena cava cannulated with a 25 G needle and perfusion medium (Ca^2+^ and Mg^2+^ free HBSS with 0.5 mM EDTA, pH 8.0)^44^. The medium was pumped through until the liver swelled and then followed by an incision to the portal vein to release the fluid from the liver. Perfusion medium was switched to digestion medium (DMEM with 2 mM calcium and 0.8 mg/ml collagenase D) after the liver lost color. After six to seven min the liver was removed and torn into fine pieces with forceps in 10 ml DMEM. Cells were filtered through 100 µm cell strainer and pelleted. Any remaining red blood cells were lysed using 0.2% NaCl and hepatocytes were pelleted with a 50 g spin. Cells in the supernatant, which included the immune cells, were centrifuged at 450 g for 9 min and resuspended in 2 ml DMEM and 1 × 10^6^ cells were used for flow staining^44^. For single cells from the spleen, the spleen was homogenized in 2 ml 1X BioLegend Red Blood Cell lysis buffer through a 70 µm cell strainer. After 5 min at room temperature, lysis was stopped with 5 ml of wash medium (RPMI with 5% FCS) and the cells were pelleted. Cells were resuspended in wash medium and ~ 1 × 10^6^ cells were used for flow staining^42^. For bone marrow cells, femurs and tibia were cut and cells were flushed using cold RPMI with 10% FBS and 2 mM EDTA. Cells were filtered through a 100 µm cell strainer and pelleted. Red blood cells were lysed using 0.2% NaCl, immune cells were pelleted and washed with cold RPMI with 10% FBS and 2 mM EDTA. Cells were resuspended in 1 ml cold HBSS and 1 × 10^6^ cells were used for flow staining^45^.

All samples were stained with CD45-VioBlue (Cat. #130-110-664), CD11b-PE/Vio770 (Cat. # 130-113-246), Ly6g-APC/Vio770 (Cat. # 130-118-949), Ly6c-VioGreen (cat. # 130-111-784), CD3-FITC (Cat. # 130-119-758), and CD4-APC (Cat. # 130-116-526) from Milteny and CD14-PE (Cat. # 130-119-758) from BioLegend for 10 min at 4 °C, and analyzed by flow cytometry using MACSQuant (Miltenyi) cytometer^42,43,46^. Propidium iodide was added to the samples before measuring to exclude dead cells. CD45^+^ cells were gated to exclude debris, followed by gating for singlets and then for viable cells. Live cells were further analyzed for CD11b^+^Ly6g^+^, CD11b^+^Ly6c^++^, and Cd3^+^Cd4^+^ cells (Supplementary Fig. S2).

### Statistical analysis

Differential expression of genes with statistical analysis was calculated using the software DESeq2 and is described in the RNA sequencing section. The significance of differences for other quantitative results are presented as means ± SEM and were determined by the Student’s t-test using Microsoft Excel or by Chi square. The significance of differences in pathway analysis was determined using the Ingenuity Pathway Analysis (Qiagen) or STRING software^29^. The *N* and *P* values are indicated in the Figures and Tables; *P* ≤ 0.05 was considered significant. The heatmaps were generated using Java TreeView and represent individual and mean fold changes in *Nod2*^−/−^ DMBA + HFD mice relative to WT DMBA + HFD mice, after converting < 1 ratios to negative fold difference using the formula: (− 1)/ ratio in the heatmap. *N* = 6–7 mice/group. The numerical data for RNA levels in individual WT and *Nod2*^−/−^ mice and the fold increase in individual and the average for all *Nod2*^−/−^ mice are shown in Supplementary Table S1.

## Supplementary information

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Figures.

## Data Availability

All supporting transcriptomic data are deposited in NCBI, GEO accession number GSE153833.

# Supplementary material for: Nod2 protects mice from inflammation and obesity-dependent liver cancer
**Source:** Sci Rep. 2020 Nov 25;10:20519. doi: 10.1038/s41598-020-77463-7
**Supplement:** Supplementary file 8 — Supplementary Figures.

## ***Nod2* protects mice from inflammation and obesity-dependent liver cancer**

Serdar A. Gurses, Sunil Banskar, Cody Stewart, Bill Trimoski, Roman Dziarski, and Dipika Gupta\*

### **Supplementary Figures**

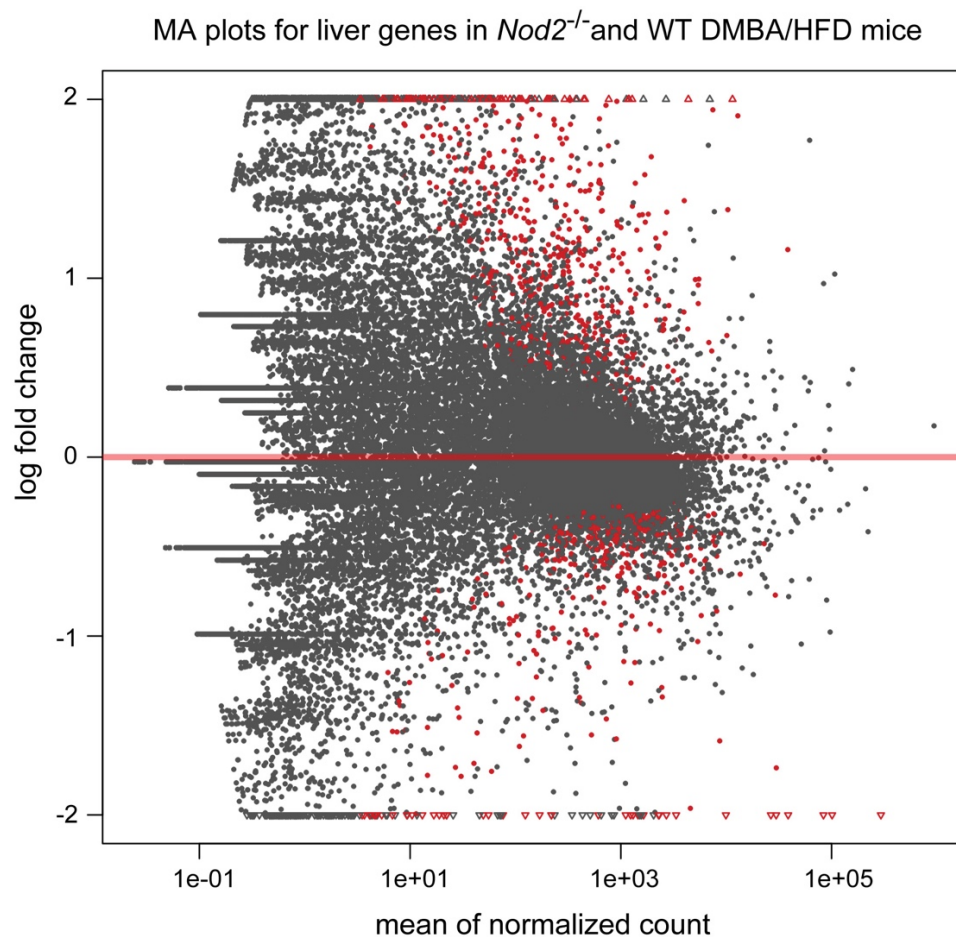

**Supplementary Figure S1. *Nod2*<sup>-/-</sup> DMBA+HFD mice have many differentially expressed genes in the liver compared with WT DMBA+HFD mice.** WT and *Nod2*<sup>-/-</sup> male mice were treated with DMBA, maintained on HFD for 31 weeks and total liver RNA was analyzed by RNAseq. MA plots showing level of gene expression with each dot representing a gene. The Y-axis is the log<sub>2</sub> fold change (*Nod2*<sup>-/-</sup> DMBA+HFD / WT DMBA+HFD) and the X-axis is the average of the counts normalized by size factor. All genes falling on the red horizontal line intersecting at 0 on the Y-axis have a log<sub>2</sub> ratio of zero (no change in expression). All genes falling above 0 on the Y-axis are upregulated and all genes falling below 0 on the Y-axis are downregulated. The genes colored red are significantly up or down regulated at  $P \leq 0.05$  and 5% FDR.

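An MA plot sets the log2 fold change of each gene against its mean normalized count. The normalized counts that Supplementary Tables S1 to S3 give for each mouse were set beside the deposited counts, and for 4463 of 4472 values of 344 genes, the deposited count divided by 1 size factor per mouse gives the paper's value. DESeq2 divides each mouse's counts by such a size factor, which is estimated from the genes' counts relative to their geometric mean over all libraries in the run. The paper's size factors were between 0.699 and 0.725 of those that DESeq2 gives for these 13 libraries, a nearly constant ratio that leaves the fold changes between mice almost unaltered.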

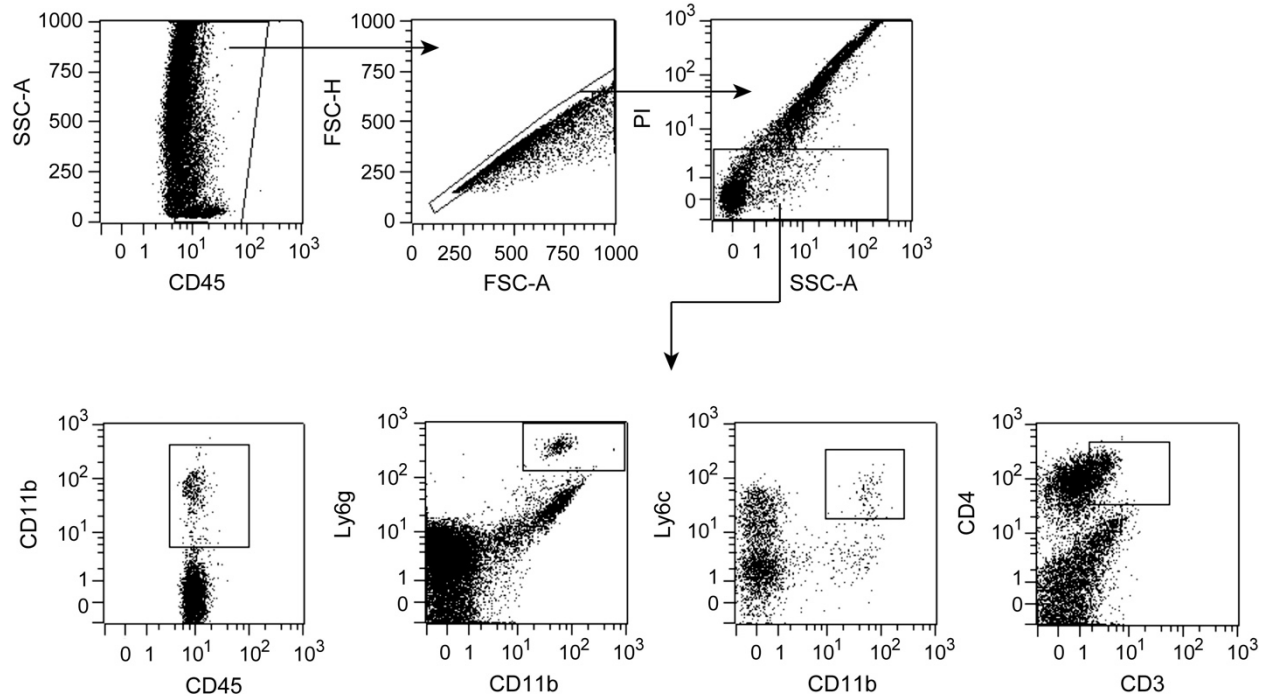

**Supplementary Figure S2. Gating strategy for flow cytometry data analysis.** Debris was excluded and CD45<sup>+</sup> cells selected. Single cells (singlets) were then selected using forward scatter area (FSC-A) versus forward scatter height (FSC-H). Live cells were selected using B2 (Apc-Vio-700-A) versus B3 (PE) channels. Viable cells were further gated for CD11b<sup>+</sup>, CD11b<sup>+</sup>Ly6g<sup>+</sup>, CD11b<sup>+</sup>Ly6c<sup>++</sup>, and CD3<sup>+</sup>CD4<sup>+</sup>. Background fluorescence from unstained cells was used as negative control to define positivity in each channel.

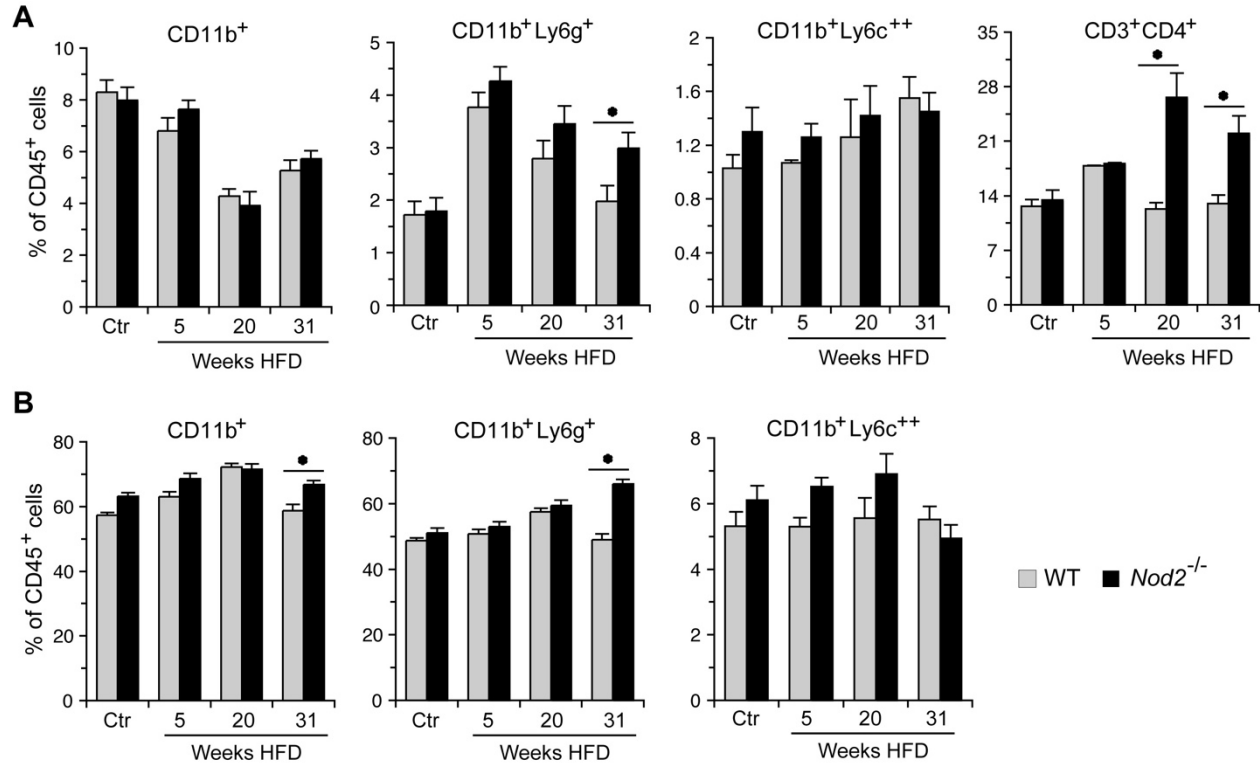

**Supplementary Figure S3. Immune cells in spleen and bone marrow of WT and *Nod2*<sup>-/-</sup> DMBA+HFD mice.** WT and *Nod2*<sup>-/-</sup> male mice were treated with DMBA and maintained on HFD for 5, 20, or 31 weeks or on chow for control mice (Ctr). Cells from (A) spleen and (B) bone marrow were stained with fluorochrome labelled antibodies to CD45, CD11b, Ly6g, Ly6c, CD3, and CD4. Propidium iodide was added before measurement to exclude dead cells. The initial gating strategy included CD45<sup>+</sup> → singlets → live cells. These cells were further gated for CD11b<sup>+</sup>, CD11b<sup>+</sup>Ly6g<sup>+</sup>, CD11b<sup>+</sup>Ly6c<sup>++</sup>, and CD3<sup>+</sup>CD4<sup>+</sup> and mean percent of CD45<sup>+</sup> cells ± SEM is shown. *N*=4-6 mice/group. Significance of difference by *t*-test for *Nod2*<sup>-/-</sup> versus WT, \**P* ≤ 0.05.

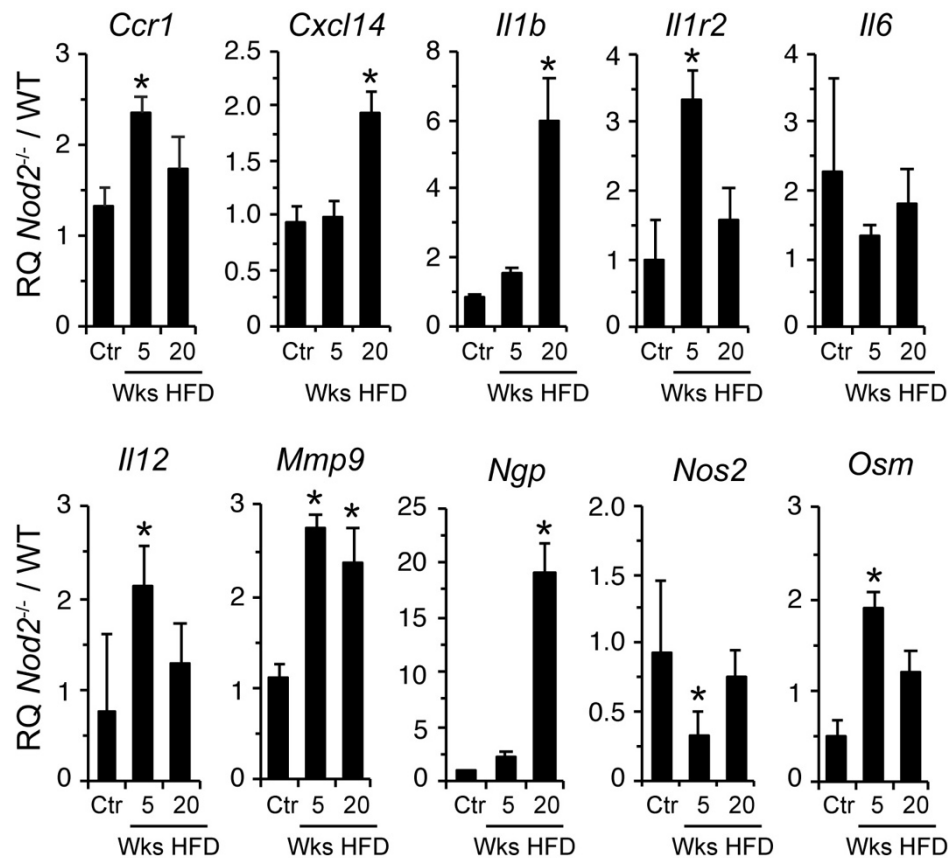

**Supplementary Figure S4. *Nod2*<sup>-/-</sup> DMBA+HFD have increased expression of immune genes.** WT and *Nod2*<sup>-/-</sup> male mice were treated with a single dose of DMBA and maintained on HFD for 5 or 20 weeks and control mice were maintained on chow with no DMBA treatment (Ctr). Total liver RNA was isolated, and gene expression was analyzed by qRT-PCR. The fold change (RQ, Relative Quantity) for *Nod2*<sup>-/-</sup> DMBA+HFD / WT DMBA+HFD is graphed.  $N=4-6$  mice/group. Significance of difference in expression was calculated using *t*-test with *Nod2*<sup>-/-</sup> versus WT,  $*P \leq 0.05$ .

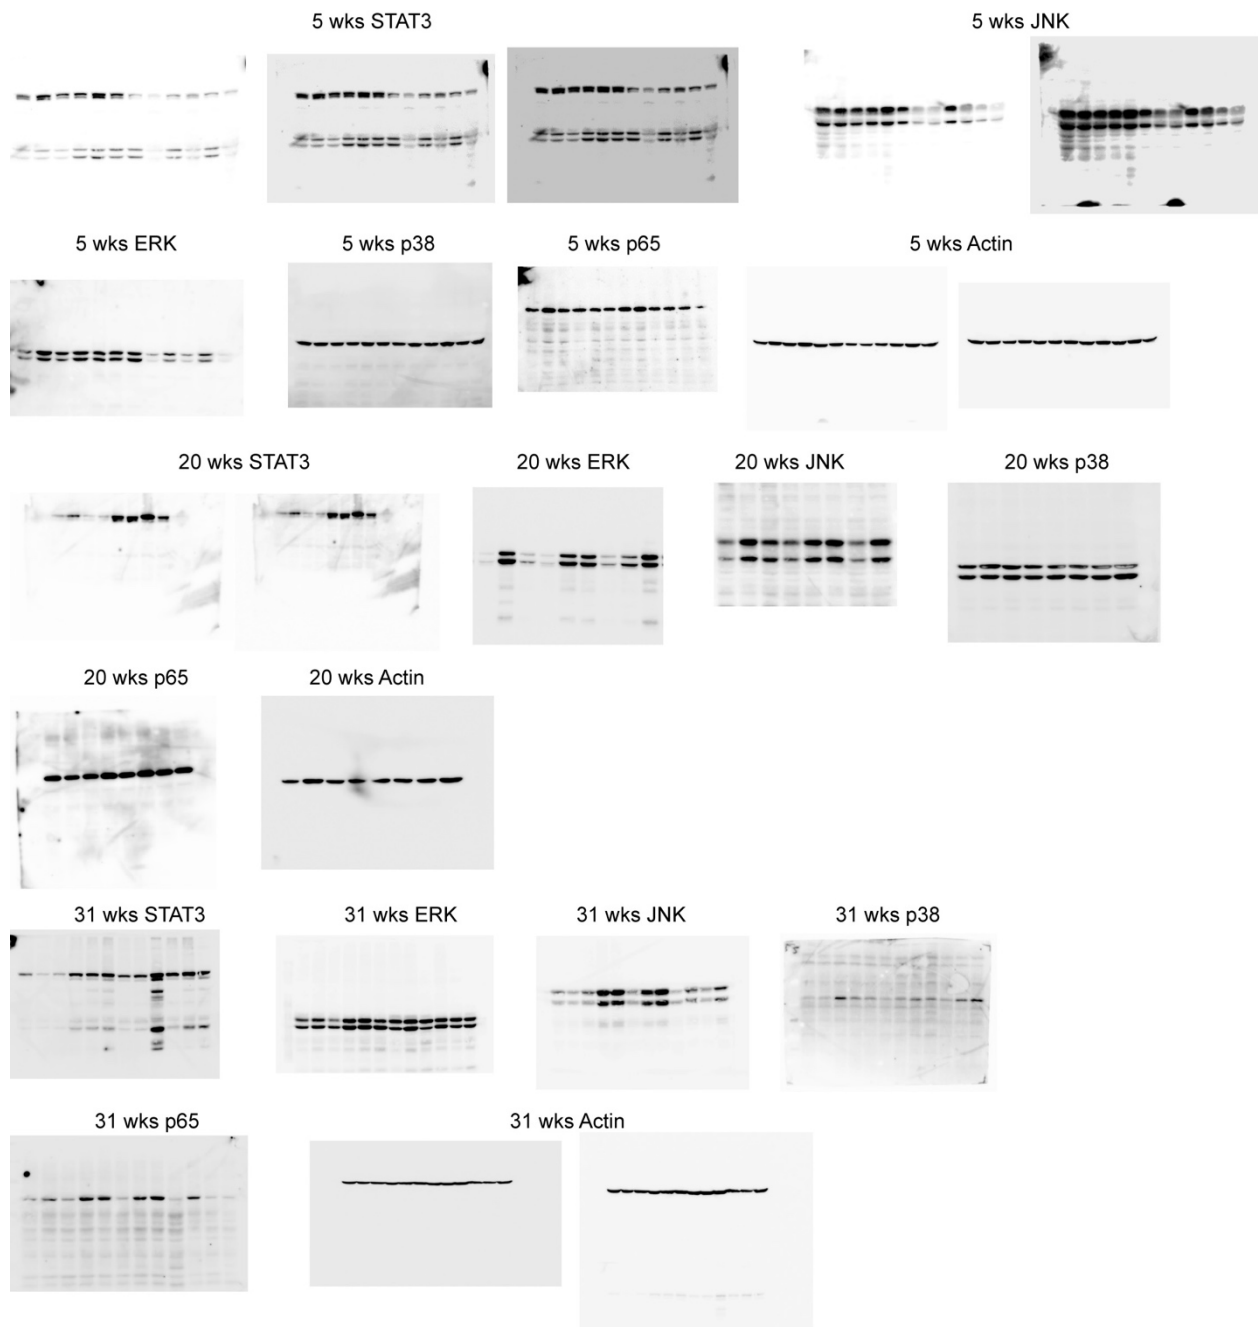

**Supplementary Figure S5. Original Western blots.** The cropped versions are shown in Figure 6. Some of the blots were stripped and re-probed with other antibodies. For 5 weeks, the p-p38 blot was re-probed for actin. For 20 weeks, the p-p65 blot was re-probed for p-ERK and the p-JNK blot for p-p38 and actin. For 31 weeks, the p-p65 blot was re-probed for actin and the p-ERK blot for p-STAT3. Multiple exposures for 5 weeks STAT3, JNK, and actin, 20 weeks STAT3, and 31 weeks actin are included.

How the deposited data were processed for this re-analysis (not part of the article)

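Liver RNA of 6 WT and 7 *Nod2*-/- mice on the DMBA and high-fat diet regimen was sequenced, 1 library per mouse. The authors trimmed reads with Trimmomatic, mapped them with TopHat2 to GRCm38 and counted them on genes of GENCODE, and deposited the counts per gene and mouse as whole numbers, without normalization. The paper's text does not name the counting program, nor whether strand or reads that map to several places were used, so genes that overlap or share sequence are uncertain. Genotypes come from the sample labels and the paper, and no label was changed.

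The table holds 53465 genes, and 1 further entry without a gene identifier was left out. Depth was 14886273 to 20579984 counts in WT mice and 13824780 to 19391431 in *Nod2*-/- mice. A group in which each library had at most 3 counts was treated as not detected, and floors cover counting error only. No pair of libraries of a genotype differed by as little as sampling noise (chi-square per degree of freedom 11.3 to 179 over 36 pairs), so each was counted as its own sample. Positions come from GENCODE release 21 of build 38, in which 53360 genes were found.

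Genes kept by edgeR's filterByExpr (13545, with 99.9% of counts) were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest, two-sided, no covariate), adjusted by Benjamini and Hochberg's method at a threshold of 0.05. Log2 fold changes are *Nod2*-/- against WT. Normalized counts are counts scaled to the mean effective library size. Single genes were also compared with two-sided exact permutation tests over all splits of the 13 mice, with a smallest p of 0.000583. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 21 lists, and the adjusted p-values of single genes are edgeR's unless said otherwise.

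The choices made before the data were examined are the test, the comparison, the named genes, the gene lists and the alternatives. The named genes are those that the paper's text names for RNA sequencing, *Nod2*, *Il6*, the 5 genes with the largest change in each direction among those past 5% FDR with an average log2 CPM of at least 1 and no overlap between the groups, members of the gene lists, and genes past 5% FDR within 10 Mb of *Nod2*. The 23 lists were written from general knowledge. They cover cholesterol biosynthesis, fatty acid synthesis, PPAR alpha targets, mitosis, DNA replication, neutrophils, inflammatory monocytes, Kupffer cells, T cells, B and plasma cells, erythroid cells, acute phase genes, hepatocytes, male-biased and female-biased liver genes, sex chromosome genes, liver tumors, amino acid response, circadian clock, lung epithelium, pancreas acinar cells, adipose tissue and skeletal muscle.

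The alternatives were DESeq2 1.42.0 (the paper's tool), limma's voomWithQualityWeights, RLE normalization, no filter on low counts, at least 10 counts in every mouse, the replicate number as an additional factor, a robust fit, 1 surrogate variable by sva 3.50.0, leaving out each mouse in turn, removing the 20 most abundant genes, glmTreat, ratios of group means, fry and an estimated correlation for the lists, and windows of 5 and 20 Mb. DESeq2 on the genes of edgeR's filter was added after seeing the data. DESeq2 was run with its defaults, under which outlying counts in the *Nod2*-/- group can be replaced. edgeR, DESeq2 and voom were tested on simulated data with 200 changed genes. The paper's pathway and protein network analyses were not repeated, and its other experiments are not analysed here. Results for some single genes are not reported here.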

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

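Of the tests in this part, the comparisons of single mice with the labels of the other mice were chosen only after these mice had been seen to stand apart, and the test of chromosome 14 after its genes had been seen, while the tests of library size and of other splits of the mice were set earlier. In each genotype, the highest and the lowest mouse were compared with the nearest other mouse for genes that the paper names, the genes with the largest changes, the genes near *Nod2* and the mean log2 CPM of each gene list. The gap to the nearest mouse, divided by the range of the group, was above Dixon's 95% critical value in 55 of 198 groups, where chance gives about 9.9. Of these, 38 were in *Nod2*-/- mice and 17 in WT mice, and 30 were set by *Nod2*-/- replicate 7, 12 by WT replicate 3 and 6 by *Nod2*-/- replicate 4. Genes of the same cell type rise and fall together, so these are not independent counts.

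For *Nod2*-/- replicate 7 the ratio was 0.973 for *S100a8*, 0.965 for *S100a9*, 0.963 for *Mmp25*, 0.959 for *Ltf*, 0.958 for *Ngp*, 0.956 for *Mmp8*, 0.954 for *Mmp9* and 0.925 for *Csf3r*. It was 0.919 for *Camp*, 0.906 for *Elane*, 0.894 for *Il1r2*, 0.891 for *Orm2*, 0.884 for *Ncf4*, 0.842 for *Ccr1*, 0.814 for *Il1b* and 0.797 for *Casp12*. Ratios of this mouse were also 0.791 for *Casp4*, 0.772 for *Cd24a*, 0.768 for *Rac2*, 0.743 for *Fgr*, 0.737 for *Cd14*, 0.724 for *Pirb*, 0.723 for *Lpcat2* and 0.720 for *Lcn2*. The smallest were 0.694 for *Fpr2*, 0.686 for *Saa2*, 0.678 for *Cyp17a1*, 0.605 for the inflammatory monocyte list, 0.599 for the neutrophil list and 0.585 for *Nusap1*. Replicate 7 was the highest mouse of its group in each of them. For *S100a8* it had 4776 normalized counts and the next mouse 144, and for *Lcn2* 53827 and 15766. The mean log2 CPM of the neutrophil list was 6.27 in this mouse and between 0.33 and 2.71 in the other *Nod2*-/- mice. Its library was not unusual in size (16997920 counts on genes), and total counts did not differ between the genotypes (two-sided exact permutation test, p = 0.572), which argues against library size. Its 20 most abundant genes held 26.6% of its counts. Of the 8 genes with a gap of at least 4-fold between the genotypes in the other 12 mice, replicate 7 lay nearer its own genotype in 7, with *Moxd1* as the exception. A candidate source of the neutrophil genes is a larger number of neutrophils in this liver, in its blood or in the tissue, and the counts do not tell these apart. Acute phase genes such as *Saa2* and *Orm2* were high in the same mouse. The paper describes mice from different cages and breeder pairs, and tumors in some but not all male mice of each genotype. The libraries were not matched to these here, so differences of this kind stay open as untested.

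WT replicate 3 stood apart from the other WT mice at ratios of 0.640 for *Ccna2*, 0.742 for *Nusap1*, 0.629 for *Arhgef2*, 0.640 for *Cd14*, 0.698 for *Ltf*, 0.686 for *Il1r2*, 0.832 for *Hmgcs1*, 0.673 for *Mvk*, 0.718 for *Sqle*, 0.639 for *Chka*, 0.695 for *Asns* and 0.645 for *Phgdh*. In each of these it was the highest WT mouse. Leaving it out raised the number of genes past 5% FDR to 697 higher and 459 lower genes. A mislabelled sample was weighed in 2 ways. Over all 512 genes that were past 5% FDR and did not overlap between the groups in the other 12 mice, the library lay nearer the WT mean at 160 (31.2%), against 61.9% to 95.3% for the other mice when each was left out, which taken alone points toward the *Nod2*-/- mice. The other mice were scored on sets of 40 to 153 genes, each chosen without the mouse scored. A mouse that overlaps the other group keeps genes out of every set but its own, so these shares are not directly comparable. The comparison over all such genes came first, and that limited to the 8 genes with a gap of at least 4-fold was chosen after its value was seen. At these genes the library lay nearer the WT mean in 100% of cases, while each *Nod2*-/- mouse left out in the same way lay nearer the *Nod2*-/- mean in 87.5% or more. This argues against a mislabelled sample, on few genes. A difference in tumors, cage or breeder pair between this mouse and the other WT mice stays open, as untested.

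*Nod2*-/- replicate 4 stood apart at ratios of 0.684 for *Cdh1*, 0.606 for *Cxcl14*, 0.893 for *Asns*, 0.652 for *Phgdh*, 0.795 for *Mthfd1l* and 0.724 for *Lepr*. It was the highest *Nod2*-/- mouse in each. The 20 most abundant genes held 32.8% of its counts, against 21.2% to 26.6% in the other mice, and without these genes the log2 fold change of *Asns* was 3.87 against 3.87 with them. Its library lay nearer the *Nod2*-/- mice at all 7 genes with such a gap. For this mouse, too, a biological explanation was not tested.

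The remaining 7 of these groups were set by other mice. WT replicate 6 was the highest WT mouse for *Lacc1* (ratio 0.828), *Cxcl14* (ratio 0.705) and *Cd24a* (ratio 0.692). WT replicate 4 had the only *Mmp25* count among WT mice (ratio 1), a single read, and WT replicate 1 had the highest *Klhl33* count of the WT mice (ratio 0.701). *Nod2*-/- replicate 5 was set apart for *Herpud1* (ratio 0.635) and *Nod2*-/- replicate 6 for the female-biased liver list, in which it was the lowest (ratio 0.572). No explanation was tested for them.

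Of the 157 genes past 5% FDR, 109 are outside Supplementary Tables S1 to S3, which group genes by function. Among them are *Gm3375*, *Klhl33*, *Mid1* and *Ccdc122*, which the rule for the largest changes picked. Other splits of the 13 mice rarely gave any gene past 5% FDR (1 of the 100 splits drawn, the real one, had as many), which argues against chance as the source of these genes as a set. *Klhl33* and *Ccdc122* lie on chromosome 14, whose concentration of such genes has an open explanation in a difference of DNA between the lines (adjusted p = 0.0620 by Fisher's exact test of a small unadjusted p among its genes that were not past 5% FDR).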

How the results depend on the processing

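Of the alternatives in this part, DESeq2 on the genes that edgeR's filter keeps was added after seeing the data. The main setting, edgeR's quasi-likelihood test, gave 88 higher and 69 lower genes past 5% FDR, 48 and 26 of them at least 2-fold changed, 28, 7 and 13 genes of Supplementary Tables S1, S2 and S3, and 0 cholesterol biosynthesis genes, although 18 of 20 had an unadjusted p under 0.05.

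DESeq2 gave 605 higher and 549 lower genes past 5% FDR, 298 and 92 of them at least 2-fold changed, 107, 63 and 58 genes of Supplementary Tables S1, S2 and S3, and 9 cholesterol biosynthesis genes (1-sided Fisher's exact test, p = 1.90e-08). DESeq2 on the genes of edgeR's filter gave 606 higher and 547 lower genes past 5% FDR, 267 and 69 of them at least 2-fold changed, 95, 48 and 58 genes of Supplementary Tables S1, S2 and S3, and 9 cholesterol biosynthesis genes (p = 7.31e-08 by the same exact test). limma's voomWithQualityWeights, which gives each mouse a weight, gave 519 higher and 324 lower genes past 5% FDR, 246 and 49 of them at least 2-fold changed, 79, 20 and 55 genes of Supplementary Tables S1, S2 and S3, and 11 cholesterol biosynthesis genes (exact test, p = 2.89e-11). With a surrogate variable as a covariate there were 389 higher and 327 lower genes past 5% FDR, 160 and 53 of them at least 2-fold changed, 62, 23 and 43 genes of Supplementary Tables S1, S2 and S3, and 5 cholesterol biosynthesis genes (exact test, p = 0.000207). All 157 genes of the main setting were past 5% FDR in DESeq2, with the surrogate variable and without WT replicate 3. The cause of the higher numbers was not tested. On simulated data with 200 changed genes of 13545, edgeR recovered 81.5% with 2.40% false among its calls, DESeq2 85.0% with 10.5% and voom 80.5% with 1.83%. The simulated genes varied independently and no simulated mouse stood apart, so these rates do not carry over to the real calls.

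With at least 10 counts in every mouse, where fewer genes were tested, 29 genes were at least 2-fold higher, and 18 and 4 genes of Supplementary Tables S1 and S2 were past 5% FDR. With no filter on low counts, 11 genes of Supplementary Table S2 were. edgeR's glmTreat against a fold change of 1.5 gave 9 higher and 8 lower genes. RLE normalization, the robust fit and the fit without the 20 most abundant genes left all of these counts within 1.5 times of the main value, and the ratio of group means left the counts of 2-fold changed genes within it.

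The replicate numbers do not pair the mice, since the correlation of the deviations of same-numbered mice from their group means was between -0.302 and 0.304. *Nod2*-/- replicate 7 has no WT mouse of its number, so a fit with this block leaves it out of the comparison of the genotypes. With the replicate number as a block there were 17 higher and 18 lower genes past 5% FDR, 12 and 12 of them at least 2-fold changed, 10, 1 and 4 genes of Supplementary Tables S1, S2 and S3, and a p of 0.0558 for the genes near *Nod2*. By camera with this block, the inflammatory monocyte and erythroid lists had an adjusted p of 0.0621 and 0.0636, above 0.05, and the circadian clock and adipose lists of 0.0345 and 0.0237, under it.

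Across the 13 fits that each left out 1 mouse, between 20 (without WT replicate 4) and 697 (without WT replicate 3) genes were higher and between 20 (without WT replicate 1) and 459 (without WT replicate 3) lower. At least 2-fold changed were 13 to 390 higher and 12 to 66 lower genes. Of Supplementary Tables S1, S2 and S3, 9 to 89, 2 to 32 and 4 to 59 genes were past 5% FDR, and of the cholesterol biosynthesis genes 0 to 14 (1-sided Fisher's exact test, p from 2.19e-14 to 1). The highest of each of these counts was reached without WT replicate 3. By camera 10 to 13 of 21 lists were past 5% FDR. The log2 fold change of *Nod2* itself lay between 0.33 and 1.27.

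For the genes near *Nod2*, Fisher's exact test gave p = 0.0289 within 10 Mb and was above 0.05 in most alternatives, with p = 0.0528 in DESeq2, 0.0550 with at least 10 counts in every mouse, 0.0746 in the robust fit, 0.306 in voom, 0.854 with the surrogate variable and 0.300 in DESeq2 on edgeR's genes. The exact test gave 1 with a window of 5 Mb and 0.605 with 20 Mb, and from 0.0103 (without *Nod2*-/- replicate 5) to 0.302 (without WT replicate 3) when leaving out 1 mouse. It remained under 0.05 with RLE normalization, with no filter and without the 20 most abundant genes. The cause was not tested.

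Of the 21 gene lists, 12 were past 5% FDR by camera in the main setting, 4 by fry and 0 with an estimated correlation, where 2 lists had an unadjusted p under 0.05. Over all alternatives the list tests were unaltered in 451 cases, weaker in 41 and stronger in 12, and the named genes in 1349, 95 and 105, with none reversed. Camera was not run with the robust fit. The counts limit what can be said of *Nod2*, *Il6*, *Osm* and *Mmp25*, which had at most 27.4 normalized counts in any mouse.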

Differences from the paper's values

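Of the alternatives in this part, the fit of DESeq2 on the genes of edgeR's filter was chosen after the result was seen. The paper gives more than 600 genes with higher and more than 400 with lower expression in *Nod2*-/- mice at 5% FDR, and edgeR gave 88 and 69. Of the alternatives set before the data were examined, DESeq2 (605), voomWithQualityWeights (519) and edgeR without WT replicate 3 (697) came within 1.5 times of the paper's 600, and the same settings (549, 324 and 459) and the fit with a surrogate variable (327) within 1.5 times of its 400. The others gave between 17 and 389 higher and between 18 and 107 lower genes, which are not within it. DESeq2 is the tool that the paper's methods name.

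The paper counts 379 genes with at least a 2-fold increase and 107 with at least a 2-fold decrease, and edgeR gave 48 and 26. DESeq2 (298) and edgeR without WT replicate 3 (390) came within 1.5 times of the paper's 379, and DESeq2 (92) of its 107. The remaining alternatives set before the data were examined did not. DESeq2 on the genes of edgeR's filter, chosen after seeing the values, gave 606 higher and 547 lower genes, 267 and 69 of them at least 2-fold changed, and the first 3 of these numbers came within 1.5 times of the paper's 600, 400 and 379, while the last did not for its 107.

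For Supplementary Table S1 the paper gives 162 genes with altered expression, of which 28 were past 5% FDR in edgeR, and for Supplementary Table S2 more than 100, of which 7 were. None of the alternatives set before the data were examined reached within 1.5 times of either, with between 9 and 107 genes of Supplementary Table S1 and between 1 and 63 of Supplementary Table S2. The most were reached by DESeq2. The paper's pathway analysis found 14 genes of cholesterol biosynthesis, and 0 of the 20 in the list used here were past 5% FDR, although 18 had an unadjusted p under 0.05. The paper's gene set is not the same list. Without WT replicate 3 the number was 14, and with voomWithQualityWeights it was 11, which are within 1.5 times of the paper's.

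Of 66 log2 fold changes that the paper's tables give for genes named in its text or among the largest changes here, all 66 had the same sign here and none differed by more than its error. The paper's tables rest on the same counts, so this match is not independent evidence, and it holds for the main setting. DESeq2 gave lower values here for some genes, such as *Csf3r* (0.59 against the paper's 1.95) and *Camp* (2.95 against 5.71). For others, such as *Lcn2* (3.85 against 3.82), it did not. The paper calls 62 genes that its text names, of which 9 were past 5% FDR in edgeR. DESeq2 placed 40 of the 62 past 5% FDR. *Nusap1*, *Cdh1* and *Sqle* were placed there by voomWithQualityWeights and by edgeR without WT replicate 3, *Hmgcs1* by these and by the fit with a surrogate variable, and *Phgdh* by edgeR without WT replicate 3. 17 genes were placed there in none of the settings, among them *Mmp25*, *Naip5*, *Csf3r*, *Elane*, *Il1b*, *Mmp8*, *Ccr2*, *Ncf4*, *Orm1*, *Pirb*, *Ltf*, *Osm*, *Il1r2*, *Lpcat2*, *Cish* and *Il2rg*. Of the genes that DESeq2 places past 5% FDR and edgeR does not, others were placed there also in edgeR without WT replicate 3 (*Knstrn*, *Arhgef2*, *Casp12*, *Naip2*, *Fgr*, *Lcn2*, *Cd14*, *Por*, *Idi1*, *Msmo1*, *Mvk*, *Chka*, *Plpp2*, *Asns* and *Mthfd1l*), by voomWithQualityWeights (*Knstrn*, *Arhgef2*, *Naip2*, *Por*, *Idi1*, *Mvk*, *Chka*, *Plpp2*, *Asns* and *Mthfd1l*), with a surrogate variable (*Arhgef2*, *Naip2*, *Lcn2*, *S100a9*, *Por*, *Chka* and *Asns*) and with no filter (*Naip2* and *Asns*). The paper names *Ppara* as well, outside these tables, and the fit with a surrogate variable alone placed it past 5% FDR. *Plpp2* was past it without WT replicate 6, and *Asns* without *Nod2*-/- replicate 1 or 5. DESeq2 alone placed there *Cdk1*, *Ccna2*, *Ccnb1*, *Plk1*, *Casp4*, *Camp*, *Cxcl1*, *S100a8*, *Saa2*, *Ccr1*, *Cd24a*, *Fpr2*, *Orm2*, *Ngp* and *Lepr*.

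The paper describes every protein of its cell cycle cluster as increased, and the mean count of *Lpin1*, which its Supplementary Table S5 places there, was lower in *Nod2*-/- mice (log2 fold change -1.11). It refers to Supplementary Table S2 for *Mmp9* at 31 weeks, and *Mmp9* is not among the genes of that table used here.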

Other observations

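The tests of chromosomes 14 and 18, of the size factors, of the label of WT replicate 3 and of other splits with DESeq2 were chosen only after the result was seen. The clock test was altered after a first look, as stated with it.

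The mice were regrouped at random into groups of 6 and 7. Of 100 such splits, the real one included, 1 gave as many genes past 5% FDR with edgeR as the real one, which is the real split itself. It gave 157 genes, the highest other split gave 3, and 96 splits gave 0. With DESeq2, 1 of 50 splits, again the real one, gave as many as its 1154 genes. The highest other split gave 497, with 4 of the 7 *Nod2*-/- mice in its group of 7, and 32 splits gave 0. These counts argue against a grouping of the mice by chance as the source of the difference.

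Total counts did not differ between the genotypes (two-sided exact permutation test, p = 0.572), which argues against library size as the source of the difference. A difference in the hour at which the mice were killed stays open. Clock genes of opposite phase would then differ in opposite directions. *Npas2* has too few counts for the main setting, so the test was moved to the fit with no filter on low counts after this was seen. There the log2 fold changes of *Arntl*, *Npas2*, *Nr1d1* and *Dbp* were 0.49, 1.09, 0.61 and 0.02, with a smallest adjusted p of 0.377 by edgeR. None was past 5% FDR, and *Npas2* had p = 0.0140 by a two-sided exact permutation test, so a difference is not excluded.

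On the first principal component of log2 CPM, which held 38.5% of the variance, WT replicate 3 lay at 10.7, among the *Nod2*-/- mice (6.67 to 59.5), and the other WT mice lay between -54.7 and -9.96. Without this mouse 697 genes were higher and 459 lower at 5% FDR. Its label is weighed with the mice that stand apart, where a first comparison pointed toward the *Nod2*-/- mice and a later one (100% of the genes with a gap of at least 4-fold) argues against a mislabelled sample. WT replicate 3 also had the highest mean log2 CPM of the WT mice in the lists of liver tumor, mitosis and cholesterol biosynthesis genes.

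Within 10 Mb of *Nod2*, 5 of 148 tested genes were past 5% FDR, namely *Ces1g*, *Arl2bp*, *Herpud1*, *Cpne2* and *Gm15889*, against 152 of 13397 elsewhere (odds ratio 3.05, two-sided Fisher's exact test, p = 0.0289). Without the genes of the paper's tables, 3 of 144 and 106 of 13141 were (exact test, p = 0.115). DNA of the donor strain carried along with the targeted locus may be a source of these differences, and with so few genes the test does not decide it.

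Genes past 5% FDR were unevenly spread over the chromosomes. Chromosome 14 held 23 of its 469 tested genes (4.90%, against 1.03% elsewhere), with starts from 48446124 to 84443563 of GRCm38, 14 higher and 9 lower, 11 of them in the paper's tables (two-sided Fisher's exact test adjusted over chromosomes, p = 9.75e-08). Chromosome 18 held 12 of 323 (3.72% against 1.10%), 3 higher and 9 lower (adjusted exact p = 0.00393). With DESeq2 the adjusted exact p was 5.70e-05 for chromosome 14 and 0.754 for chromosome 18. Permuting the positions of the genes gave p = 0.0001, the smallest that 10000 permutations can give. With fewer genes the permutation p was 0.121 without the 40 genes with the smallest p, 0.0112 without the table genes and 0.0211 with 1 called gene per Mb. For chromosome 14 alone the adjusted exact p was then 0.209, 0.00702 and 0.122, and for chromosome 18 it was 0.209, 0.451 and 0.0206. Of the 40 genes, 14 lie on chromosome 14. Removing the most changed genes, or neighbors of such genes, takes away what a difference of DNA there would itself bring, so these 2 removals do not weigh against it. After the first of the values for chromosome 14 had been seen, the genes of chromosome 14 that were not past 5% FDR were compared, and 28.0% of them against 22.0% elsewhere had an unadjusted p under 0.05 (two-sided exact test, p = 0.00310). Later the same test was run on all 20 chromosomes, which gave an adjusted p of 0.0620 for chromosome 14, the one with the highest odds ratio, and none under 0.05. The median log2 fold change of the tested genes on chromosome 14 was 0.0115, and its called genes went both ways, which argues against a gain or loss of the whole chromosome. Stretches of DNA that differ between the lines may be the source, and the test of the genes that were not past 5% FDR does not decide it.

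Lung genes were lower in *Nod2*-/- livers. In the lung epithelium list, 2 of 9 tested genes were higher and 7 lower (median log2 fold change -2.15, limma's camera, adjusted p = 0.00195). With at least 10 counts in every mouse, which few of these genes have, it was 0.495. *Sftpc* had 1006, 618 and 1629 counts in WT replicates 2, 3 and 4, and at most 285 in *Nod2*-/- mice, and these 3 mice held 89.4% of the *Sftpc* normalized counts of WT mice (two-sided exact permutation test between the genotypes, p = 0.0117). The 10 lung genes with at least 50 counts in a mouse moved together across the mice, with a median Spearman's rho of 0.769 over 45 pairs. *Hopx* and *Chil1* followed *Sftpc* less than the others (rho -0.181 and 0.527). Lung tissue carried into some liver samples is a candidate source, and a difference between the genotypes themselves stays open. The paper's tables hold 7 genes of this list.

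The list of male-biased liver genes was lower in *Nod2*-/- mice (5 higher and 18 lower, median log2 fold change -0.62, camera, adjusted p = 2.56e-05). Its mean difference in log2 CPM moved from -0.69 to -0.43 without *Nod2*-/- replicate 7. Among 20 tested female-biased genes 10 were higher and 10 lower (camera, adjusted p = 0.474), and the 4 tested genes of the sex chromosome list did not differ (adjusted p = 0.791, by the same test). All 13 mice had at least 854 counts of Y-linked *Ddx3y* and at most 3 of *Xist*, which argues against a female mouse among the samples. The lowest mean log2 CPM of the male-biased list was in *Nod2*-/- replicates 7 and 4 (6.07 and 6.90), and why was not tested.

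In the erythroid list, 5 of 6 tested genes were higher (median log2 fold change 1.49, camera, adjusted p = 0.0398), among them the globin paralogs *Hbb-bs*, *Hbb-bt*, *Hba-a1* and *Hba-a2*, between which counting could split reads. The adjusted p of this list was 0.173 with voom, and 0.0740 without WT replicate 3, 0.0571 without *Nod2*-/- replicate 5, 0.0567 without replicate 6 and 0.0649 without replicate 7, also by camera. The hepatocyte list (7 higher and 10 lower, adjusted p = 0.177), the circadian clock list (5 and 11, 0.115) and the adipose list (3 and 0, 0.0586) were not past 5% FDR by camera. With no filter on low counts the adjusted p was 0.0436 for the hepatocyte list and 0.0384 for the adipose list, and the latter was 0.0404 by fry and was also under 0.05 without WT replicate 4 or 5 or *Nod2*-/- replicate 3 or 7, at 0.0401, 0.0324, 0.0429 and 0.0377. Of the pancreas acinar and skeletal muscle lists only *Cela1* (log2 fold change -0.83) and *Mylpf* (-0.01) were tested.

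Dividing the deposited counts by the paper's normalized counts gives the size factors behind the latter. Their geometric mean was 0.717 and that of DESeq2's size factors of these 13 libraries 1.01, and the ratio of the former to the latter lay between 0.699 and 0.725 across the mice, which argues against size factors of these 13 libraries alone. Of 4472 values in the paper's tables, 4463 match the deposited count. The exceptions are 7 values of *Cdk1* in *Nod2*-/- mice, which are 1.12 times the expected value (2.34 times in replicate 5), and 2 of *Osm*, where WT replicates 3 and 4 are exchanged. For *Cdk1* the table gives a log2 fold change of 1, and the deposited counts with the paper's size factors give 0.86.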
